# Reduced *Brd1* expression leads to reversible depression-like behaviors and gene-expression changes in female mice

**DOI:** 10.1038/s41398-020-00914-2

**Published:** 2020-07-17

**Authors:** Anto P. Rajkumar, Per Qvist, Julie G. Donskov, Ross Lazarus, Jonatan Pallesen, Nicoletta Nava, Gudrun Winther, Nico Liebenberg, Sanne H. la Cour, Veerle Paternoster, Tue Fryland, Johan Palmfeldt, Kim Fejgin, Arne Mørk, Mette Nyegaard, Bente Pakkenberg, Michael Didriksen, Jens R. Nyengaard, Gregers Wegener, Ole Mors, Jane H. Christensen, Anders D. Børglum

**Keywords:** Epigenetics and behaviour, Depression, Molecular neuroscience

## Abstract

The schizophrenia-associated gene, *BRD1*, encodes an epigenetic regulator in which chromatin interactome is enriched with genes implicated in mental health. Alterations in histone modifications and epigenetic regulation contribute to brain transcriptomic changes in affective disorders and preclinical data supports a role for BRD1 in psychopathology. However, the implication of BRD1 on affective pathology remains poorly understood. In this study, we assess affective behaviors and associated neurobiology in *Brd1*^+/−^ mice along with their responses to Fluoxetine and Imipramine. This involves behavioral, neurostructural, and neurochemical characterizations along with regional cerebral gene expression profiling combined with integrative functional genomic analyses. We report behavioral changes in female *Brd1*^+/−^ mice with translational value to depressive symptomatology that can be alleviated by the administration of antidepressant medications. Behavioral changes are accompanied by altered brain morphometry and imbalances in monoaminergic systems. In accordance, gene expression changes across brain tissues reveal altered neurotransmitter signaling and cluster in functional pathways associated with depression including ‘Adrenergic-, GPCR-, cAMP-, and CREB/CREM-signaling’. Integrative gene expression analysis specifically links changes in amygdaloid intracellular signaling activity to the behavioral treatment response in *Brd1*^+/−^ mice. Collectively, our study highlights the importance of BRD1 as a modulator of affective pathology and adds to our understanding of the molecular mechanisms underlying affective disorders and their treatment response.

## Introduction

Psychiatric disorders comprise a heterogeneous group of disabling conditions collectively characterized by self-reported and clinically observed changes in state of well-being and abnormal behaviors^1^. Suggestive of interconnected etiologies, clinical, and therapeutic profiles are overlapping, and risk factors are shared between disorders^2,3^. In line with the neurodevelopmental hypothesis of psychiatric disorders^4^, this includes a complex interplay between genetic risks^5^ and early life adverse exposures^6^. However, the molecular and biological mechanisms that trigger early life programming and development of psychopathology are poorly understood. Epigenetic processes, such as acetylation of histone lysine residues, are linked with brain development as well as lifelong neural plasticity^7^ and have been implicated with the pathophysiology of both psychotic and affective disorders^8^. Correspondingly, a number of clinically effective antidepressants are known to affect the status of cerebral acetylation of histone lysine residues (Kac)^9–11^ and histone deacetylases (HDACs) have been suggested as direct therapeutic targets for depressive disorders^12,13^. The interpretation of Kac marks is facilitated by the reader domains of the bromodomain (BRD) family of proteins^14^. Whereas Kac is generally associated with activation of transcription through opening of the chromatin structure, they may also signal for the compaction of chromatin, protein stability, and the regulation of protein-protein interactions^15^.

Bromodomain containing-1 (BRD1) has been identified in complexes involved with both histone acetylation and chromatin remodeling^16,17^ and interacts at genomic sites enriched with genes implicated in neurodevelopmental processes^17,18^. *BRD1* is widely expressed in human brain^19^, differentially regulated in limbic and neocortical tissues upon exposure to external stressors in rats^20,21^, and involved in the epigenetic regulation of embryonic development, survival, and differentiation of embryonic stem cells^16,22,23^. Supporting a role for *BRD1* in mental health, *BRD1* has repeatedly been associated with schizophrenia and bipolar disorder in genetic studies^24–28^, including gene-wise significant association in the currently largest schizophrenia GWAS mega-analysis^29^ and genome-wide significance in the Psychiatric Genomics Consortium (PGC1) schizophrenia sample^30^. The locus does not show significant association in the most recent GWASs of bipolar disorder and major depressive disorder^31,32^. Despite being highly intolerant to loss of function mutations^33^, a disruptive nonsense mutation in *BRD1* has been reported in a schizophrenia case^34^. In concordance, we have recently shown that male mice with reduced expression of *Brd1* (*Brd1*^+/−^ mice) recapitulate cardinal features relating to schizophrenia^35–38^ (Table S1). In the present study, we assess the impact of reduced *Brd1* expression on affective symptomatology, neurochemistry, and neurobiology in mice along with their responsiveness to pharmacological intervention using clinically effective antidepressants. Through global gene expression profiling of selected brain regions, we assess the neuromolecular mechanisms that underly BRD1’s role in affective pathology.

## Materials and methods

### Animals

A mouse line heterozygous for a targeted deletion within the *Brd1* gene, C57BL/6NTac-Brd1tm1.2Arte/AborgMmucd (*Brd1*^+/−^) was generated by TaconicArtemis GmbH (Cologne, Germany) using a targeting vector (p*Brd1* Final cl 1 (UP0257)) with loxP sites flanking exon 3–5 of the *Brd1* gene. For further details, see Supplementary Methods and Materials. The mouse strain has been deposited and is available at Mutant Mouse Resource and Research Center (MMRRC) at University of California at Davis (RRID:MMRRC_065563-UCD). All studies were carried out in accordance with Danish legislation, and permission for the experiments was granted by the animal welfare committee, appointed by the Danish Ministry of Food, Agriculture and Fisheries—Danish Veterinary and Food Administration.

### Experimental design

All experiments involved 7–15 mice, 8–11 weeks old, in each group (figure legends present exact numbers). The sample size was chosen on the basis of the resource equation method^39^. Litter-matched WT and *Brd1*^+/−^ mice were randomly allocated to individual tests. Observer was blind to mice genotypes. General assessment of neurology, testing in motor coordination tests, prepulse inhibition (PPI), fear conditioning (FC), 8-arm radial maze (8ARM), open field (OF), tail suspension test (TST), forced swim test (FST), bright open field (BOF), light and dark box (LDB), elevated plus maze (EPM) and quantification of neurotransmitters by high-pressure liquid chromatography (HPLC) were performed in parallel on age-matched male and female littermates. However, in this study, PPI, FC, and 8ARM were only reported in female mice, since corresponding male data have already been published elsewhere^35,36^. One batch of mice completed OF, TST and FST, while another completed BOF, LDB, and EPM. An independent batch of mice was injected subcutaneously with either vehicle (normal saline solution), imipramine (IMN, 1 or 10 mg/kg) or fluoxetine (FLX, 5 mg/kg), dissolved in saline and subjected to OF, TST, and FST. Each mouse underwent 2 days of experiments. Day 1: one hour after the injection, the mice completed TST and were subsequently returned to their cages. Day 2: mice had a second injection. One hour after the injection, the mice completed OF and FST. There was no delay between OF and FST. One hour after the completion of FST, they were sacrificed, and brains were collected.

Amphetamine-induced hyperactivity (AIH), cocaine-induced hyperactivity (CIH), sucrose preference test (SPT), and 24-h locomotor activity (24HLM) and OF, TST and FST following administration of antidepressants were only tested and reported in female mice in this study. Mice were not reused for other experiments.

### General assessment of neurology, motor coordination, and behavioral tests

Details on functional observation battery, acute pain response, rotarod, balance beam walking, foot-printing, FST, TST, SPT, OF, BOF, LDB, EPM, FC, 8ARM, 24HLM, PPI, AIH, and CIH can be found in Supplementary Methods and Materials.

### Quantification of neurotransmitters

Mice were sacrificed by cervical dislocation and frontal cortical, hippocampal, and striatal tissues were collected by free-hand dissection and processed for quantitative HPLC analyses of dopamine and serotonin. For details on HPLC procedures, see Supplementary Methods and Materials.

### Brain morphometry, Golgi-cox staining, and 3-D image analysis

Left cerebral hemispheres (*n* = 8/group) were stained with FD Rapid Golgi-Stain kit (FD Neurotechnologies, Ellicott City, USA), and cut into 150 µm thick-slices on a vibratome-3000 (Vibratome, St Louis, MO, USA). Anterior cingulate cortex (aCC) pyramidal neurons were identified (×60; oil-immersion; numerical-aperture = 1.4) by their prominent apical dendrites, and 6 neurons/mouse were chosen by systematic uniform random sampling. Image stacks (90-105 consecutive images at 1 µm interval) were captured by optical wide-field microscopy (Olympus BX50, Tokyo, Japan) and newCAST software (Visiopharm, Hoersholm, Denmark). 3-D image reconstruction and analyses were completed using Imaris software version 7.6.3 (Bitplane AG, Zurich, Switzerland). For a description on brain morphometric analyses, see Supplementary Methods and Materials.

### Statistical analysis

STATA 15.1 (StataCorp LLC, College Station, TX) and GraphPad Prism 8.1.2 (GraphPad Software, San Diego, CA) software was used for analyzing our data with appropriate tests of statistical significance including *t*-test and two-way RMANOVA. We checked whether all continuous variables followed Gaussian distribution using Shapiro–Wilk tests. When the study variables did not follow Gaussian distribution, appropriate non-parametric tests such as Mann–Whitney *U* test were employed. *F* tests were used for assessing equality of variances and Welch corrections were applied, when needed.

### RNA-sequencing and data analyses

Mouse brains from IMN (10 mg/kg) and FLX (5 mg/kg) (*n* = 9–10/group) were sectioned coronally (1 mm thick) using a slicer matrix (Zivic Instruments, Pittsburgh, USA). For the IMN (10 mg/kg) group, right amygdala (AMG), striatum, caudate putamen (CPu), and aCC were identified, and punched by a punch-needle (1 mm diameter) at −20 °C, whereas for the FLX (5 mg/kg) group only AMG was sampled. RNA was extracted using Maxwell-16 instrument system and LEV simplyRNA Tissue Kit (Promega, Madison, USA). Agilent 2100 Bioanalyzer (Agilent technologies, SantaClara, USA) confirmed the quality of RNA with a mean RNA Integrity Number (RIN) of 7.87 (SD 0.26). For AMG samples, libraries were prepared using TruSeq library preparation kit and RNA-sequencing performed on the Illumina HiSeq2000 platform (Illumina, San Diego, USA). For CPU and aCC samples, libraries were prepared using Beijing Genomics Institute (BGI) library preparation kits and protocols and sequencing performed on the BGISEQ-500 platform. A minimum of 10 million clean 50 bp single-end reads were generated for each sample. Reads that passed quality control (more than 90% bases having less than 1% sequencing error; No ambiguous bases) were aligned to mouse genome (Mus_musculus.GRCm.38.90) by HISAT2 (version 2.1.0)^40^ and counted by StringTie (version 1.3.4)^41^. Differentially Expressed Genes (DEGs) were identified by edgeR3.24.1^42^ and reported after Benjamini-Hochberg false discovery rate (FDR) (5%) correction (14, 16) or as nominally significant DEGs (*p* < 0.01). Functional analyses of all nominally significant DEGs were performed using Ingenuity Pathway Analysis (Ingenuity, Redwood City, USA).

## Results

### General assessment of neurology and motor coordination

Male and female *Brd1*^+/−^ mice were overall healthy, as described elsewhere^35^. However, female mice showed marginally impaired growth and slightly reduced size^35^. Systematic testing of general neurological functions of female *Brd1*^+/−^ mice, revealed mildly reduced performance in the grip strength and wire-maneuvering tasks (Table 1). Female *Brd1*^+/−^ mice did not differ significantly on their pain response (Fig. S1A), but were mildly impaired in their motor coordination, as evident from their rotarod performance (Fig. S1B, two-way ANOVA; *p* = 0.047)) and gaiting pattern (Fig. S1F, gaiting uniformity, *t*-test; *p* = 0.039). However, as they performed *at par* with their WT littermates in the beam walking task (Fig. S1G–H), we considered female *Brd1*^+/−^ mice fit for testing in settings assessing complex behaviors. Assessment of motor coordination in male *Brd1*^+/−^ mice has been reported previously (Table S1)^35^.

**Table 1:** Basic neurological functioning and behaviors in female *Brd1*^+/*−*^ mice.

Test	Parameters	Outcome	Implication
Irwin’s observational battery	Undisturbed behavior	—	Basic neurological functioning
	Finger approach	—	Basic neurological functioning
	Touch escape	—	Basic neurological functioning
	Grip strength	↓	Basic neurological functioning
	Visual placing response	—	Basic neurological functioning
	Corneal response	—	Basic neurological functioning
	Toe-pinch response	—	Basic neurological functioning
	Wire-maneuver	↓	Basic neurological functioning
	Limb- and abdominal tone	—	Basic neurological functioning
	Tail-pinch response	—	Basic neurological functioning
Hot-plate	Response	—	Acute pain response
Beam walking	Crossing speed/missteps	—	Motor coordination
Rota-rod	Latency to fall	↓	Motor coordination
Foot-printing test	Stride length	—	Motor coordination
	Base width	—	Motor coordination
	Step uniformity	↓	Motor coordination
Fear Conditioning (FCS)	Conditioning	↓	Conditional learning
	Contextual memory (day 2)	↓	Associative memory*
	Extinction retrieval	—	Associative memory
	Cue dependent learning	—	Associative memory
Acoustic startle reactivity (ASR)	Startle	↑	Hearing/stress susceptibility
	Latency to startle	↓	Stress susceptibility
Prepulse inhibition (PPI)	Baseline	↓	Pre-attentive processing
Locomotor activity	Novelty-induced	—	Psycho-motor activity
	Amphetamine induced	—	Meso-limbic drug responsiveness
	Cocaine-induced	—	Meso-limbic drug responsiveness
8 arm radial maze (ARM)	Re-entry to baited arms#	—	Working memory
	Entry to non-baited arms#	↑	Non-spatial reference memory
Elevated plus maze (EPM)	Time in open arms	—	Anxiety behavior/Mania
Bright open field (BOF)	Time in central zone	—	Anxiety behavior/Mania
Light and dark box (LDB)	Time in light box	—	Anxiety behavior/Mania
Open field test (OF)	Distance moved	—	Anxiety behavior/Mania
Forced swim test (FST)	Immobility	↑	Behavioral despair/Mania
Tail suspension test (TST)	Immobility	↑	Behavioral despair/Mania
Sucrose preference test (SPT)	Sucrose preference	↓	Anhedonia

#**:** number of events. *Likely reflect acquisition deficit during conditioning.

### Locomotor activity and sensorimotor response in *Brd1*^+/−^ mice

General locomotor activity was assessed in the OF where male (Fig. 1a) and female (Fig. 1b) *Brd1*^+/−^ mice performed *at par* with their WT littermates. As reported in male *Brd1*^+/−^ mice (Table S1)^35^, female *Brd1*^+/−^ mice displayed significantly increased acoustic startle responsivity (ASR) (Fig. 1c, two-way ANOVA; *p* = 0.003), both when initially introduced to the test setting (Fig. 1c, Tukey’s post hoc test; *p* = 0.004) and before baseline PPI testing (Fig. 1c, Tukey’s post hoc test; *p* = 0.006). Response latency to the startle was furthermore significantly shorter in female *Brd1*^+/−^ mice than in WT mice (Fig. 1d, *t*-test; *p* = 0.044). The magnitude of baseline startle is known to influence PPI^43^. Accordingly, female *Brd1*^+/−^ mice displayed reduced PPI across the span of tested prepulse intensities (Fig. 1e, two-way ANOVA; *p* = 0.049).

**Fig. 1:**
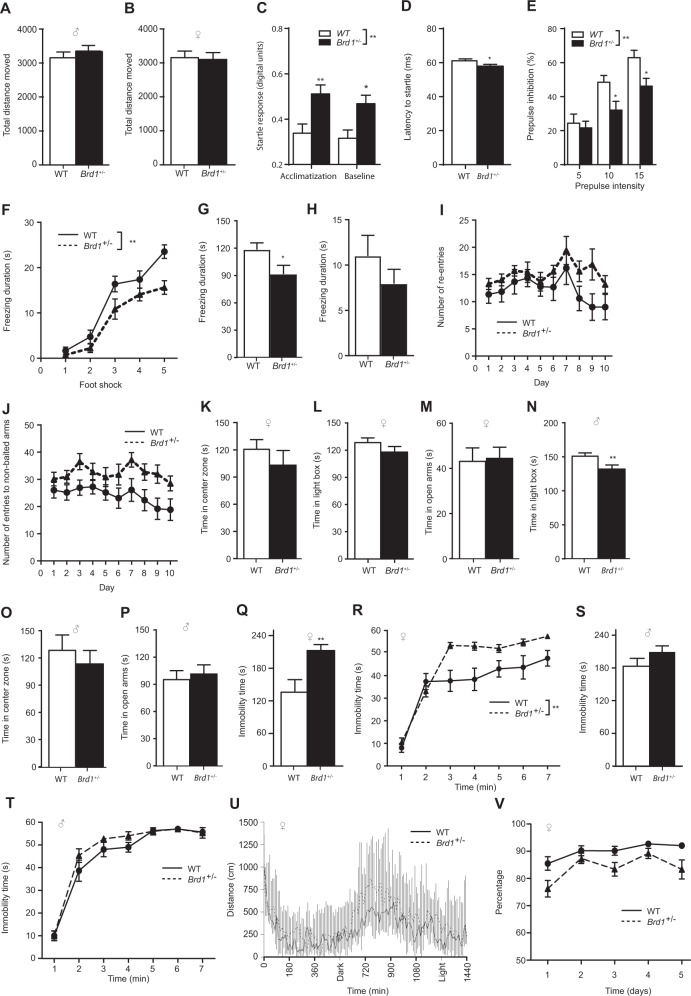
Behavioral characterization in male and female *Brd1*^+/−^ mice. **a** Male mice (Mann–Whitney *U* = 94.0; *p* = 0.46). **b** Female mice (*t* = 0.20; *p* = 0.85): Total distance moved in the open field (OF) (*n* = 15/group). **c** Female *Brd1*^*+/*−^ mice (*n* = 18) displayed significantly increased acoustic startle responsivity (ASR) compared to WT mice (*n* = 17) (genotype effect, *F* = 10.10, *p* = 0.003) both when initially introduced to the test setting (Tukey’s post hoc test, *t* = 3.07; *p* = 0.004) and before baseline PPI testing (Tukey’s post hoc test, *t* = 2.94; *p* = 0.006). **d** Response latency to the startle was furthermore significantly shorter than in WT mice (*t* = 2.09, *p* = 0.044). **e** Female *Brd1*^*+/*−^ mice (*n* = 18) displayed reduced prepulse inhibition (PPI) compared to WT mice (*n* = 17) across the span of tested prepulse intensities (genotype effect, *F* = 4,163, *p* = 0.049); *Cognitive functioning of female Brd1*^*+/*−^*mice*. **f**–**h** Fear conditioning system (FCS) (*n* = 15/group). **f** Time spent as freezing during the repeated presentation of conditioning stimuli (CS; 30 s, 80db, white noise) on day one. Unconditioned stimulus (UCS) was 0.7 mA foot shock for 2 s. Inter-pairing intervals varied with an average of 60 s (30–120 s). Female *Brd1*^*+/−*^ mice displayed significantly less freezing during the conditioning phase of FCS (*F* = 12.26; *p* = 0.002). **g** Duration of freezing behavior within the first 3 min, after entering the conditioned context on the second day. Female *Brd1*^*+/*−^ mice displayed significantly reduced freezing behavior (*t* = 2.23; *p* = 0.03). **h** Time spent as freezing during the first presentation of CS (30 s) in the novel context on the third day. Female *Brd1*^*+/*−^ mice did not display cue-dependent learning deficits. **i**, **j** 8-Arm Radial Maze (8ARM) (*n* = 12/group). **i** Working memory errors, measured by the total number of re-entries to baited arms. **j** Reference memory errors, measured by the total number of entries to non-baited arms. Our 8ARM setup, which provided clear intramaze cues, predominantly assessed non-spatial memory and associative learning. Female *Brd1*^*+/*−^ mice did not show working memory deficits, but displayed significant non-spatial reference memory deficits (*F* = 5.57; *p* = 0.03). **k–m** Female mice. **k** Total time spent in the central zone of bright open field (BOF) (*n* = 15/group). **l** Total time spent in the light box of light and dark box test (LDB) (*n* = 15/group). **m** Total time spent in the open arms of elevated plus maze (EPM) (*n* = 15/group). Female *Brd1*^*+/*−^ mice did not display any anxiety equivalent behaviors. **n**–**p** Male mice. **n** Total time spent in the central zone of BOF (n = 15/group). **o** Total time spent in the light box of LDB (*n* = 15/group). This finding was not corroborated by the BOF and EPM results of male *Brd1*^*+/*−^ mice. **p** Total time spent in the open arms of EPM (*n* = 15/group). Male *Brd1*^*+/*−^ mice spent significantly less time in the light box of LDB (*t* = 2.97; *p* = 0.006), but they did not exhibit similar anxiety-like behaviors in BOF or EPM. **q** Female *Brd1*^*+/*−^ mice were significantly more immobile in TST (*n* = 15/group; *t* = 3.01; *p* = 0.007) (**r**) and in FST (*n* = 15/group; *F* = 12.26; *p* = 0.002). **s** Male *Brd1*^*+/*−^ mice did not display such behavioral despair in TST (*n* = 15/group) (**t**) and FST (*n* = 15/group). **u** Female *Brd1*^+/−^ mice did not differ from WT mice in distance moved over 24 h (*n* = 10/group). Dark indicates the time when the lights were switched off in the stable, while light indicates the time when they were switched on. **v** Female *Brd1*^+/−^ mice showed significantly less sucrose preference than the WT mice (*n* = 11/group; *F* = 14.03; *p* = 0.001), sucrose preference (weight of 2% sucrose solution consumed/ weight of total fluid consumed) in percentage. Data shown are mean and SEM for each group *p < 0.05; **p < 0.01.

### Cognition

Female *Brd1*^+/−^ mice froze significantly less than WT mice during the conditioning phase of FCS (Fig. 1f, two-way ANOVA; *p* = 0.002) and when returning to the same context on the following day (Fig. 1g, *t*-test; *p* = 0.03), collectively suggestive of a central acquisition deficit in female *Brd1*^+/−^ mice. However, female *Brd*1^+/−^ mice did not differ significantly from the WT mice on their cue dependent learning (Fig. 1h and Table 1) or on working memory errors in 8ARM (Fig. 1i). They did, however, make significantly more entries into the never-baited arms, indicative of impaired reference memory (Fig. 1j, two-way ANOVA; *p* = 0.03) (Table 1). Cognitive performance of male *Brd1*^+/−^ mice tested in parallel has previously been reported^35,36^ and results are summarized in Table S1.

### Affective behaviors in *Brd1*^+/−^ mice

Affective behaviors were assessed in both male and female *Brd1*^+/−^ mice (Table 1 and Table S1). Female *Brd1*^+/−^ mice did not differ significantly in the time spent in the central zone of BOF (Fig. 1k), in the light box of LDB (Fig. 1l) or in the open arms of EPM (Fig. 1m). Although male *Brd1*^+/−^ mice spent significantly less time in the light box of LDB (Fig. 1n, *t-*test; *p* = 0.006), they did not exhibit similar anxiety-like behaviors in BOF (Fig. 1o) or EPM (Fig. 1p). Suggestive of behavioral despair, female *Brd1*^+/−^ mice were significantly more immobile in TST (Fig. 1q, *t*-test; *p* = 0.007) and in FST (Fig. 1r, two-way ANOVA; *p* = 0.002) compared to WT mice, whereas this was not evident in male *Brd*1^+/−^ mice (Fig. 1s, t). FST male WT immobility was higher than in female WT mice (Wilcoxon rank-sum; *p* = 0.001) and the WT male and female mice did not differ significantly on their TST immobility (*t*-test; *p* = 0.09)(Fig. 1q–t). Both TST (two-way ANOVA; *p* = 0.013) and FST (two-level mixed effects GLM; *p* = 0.014) data confirmed statistically significant interactions between gender and genotypes. Hence, we decided to assess additional affective behaviors in female mice only. Circadian rhythm, measured as 24HLM performance, appeared unaltered in female *Brd1*^+/−^ mice (Fig. 1u) whereas sucrose preference was significantly reduced in female *Brd1*^+/−^ mice compared to WT mice (Fig. 1v, two-way ANOVA; *p* = 0.001).

### Neurochemistry and psychotropic drug-induced activity

As reported in male *Brd1*^+/−^ mice (Table S1)^35^, female mice displayed unaltered hippocampal serotonin levels (Fig. 2a) and significantly reduced hippocampal dopamine levels (Fig. 2b, *t*-test; *p* = 0.045) but unaltered fronto-cortical dopamine levels (Fig. 2c). However, female mice had significantly less fronto-cortical serotonin (Fig. 2d, t-test; *p* = 0.01) and, noticeably, significantly reduced striatal dopamine (Fig. 2e, *t*-test; *p* = 0.02) compared to WT mice. Further analyses confirmed statistically significant interactions between female gender and *Brd1*^+/−^ genotype on fronto-cortical serotonin (two-way ANOVA; *p* = 0.002) and striatal dopamine (two-way ANOVA; *p* = 0.002) levels. Additionally, their sensitivity towards the psychomotor stimulatory effects of amphetamine 5 mg/kg (Fig. 2f) and cocaine 15 or 30 mg/kg (Fig. 2g) did not differ from the sensitivity of WT mice.

**Fig. 2:**
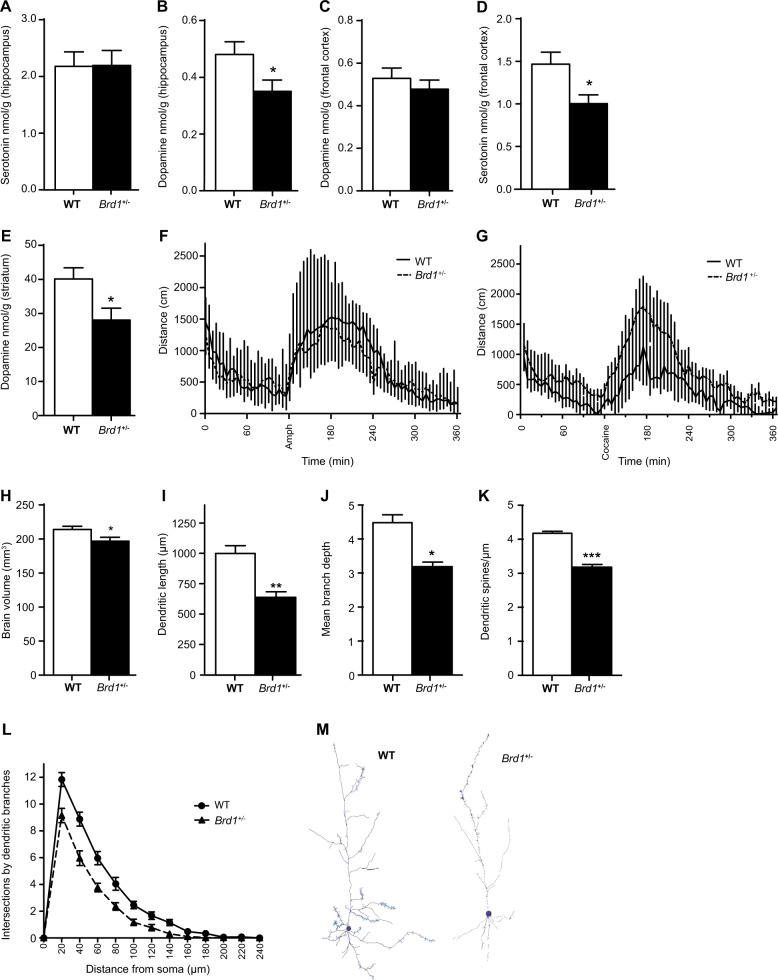
Neurochemistry and psychotomimetic drug sensitivity in female *Brd1*^+/−^ mice. **a**–**e** Neurotransmitter levels were determined by HPLC in several brain tissues in female *Brd1*^+/−^ mice in parallel with male *Brd1*^+/−^ mice as previously reported on ref. ^35^. **a** Female mice displayed unaltered hippocampal serotonin level (*n* = 9/group). **b** Significantly reduced hippocampal dopamine level (*n* = 10/group, *t* = 2.147, *p* = 0.045). **c** Unaltered fronto-cortical dopamine (*n* = 9/group). **d** Less fronto-cortical serotonin (*n* = 15/group; *t* = 2.70; *p* = 0.01) and; **e** reduced striatal dopamine (*n* = 10/group; *t* = 2.52; *p* = 0.02) compared to WT mice. 5-HT: 5-hydroxy tryptamine (serotonin); DA: dopamine. **f** Distance moved before and after amphetamine 5 mg/kg (Amph) injection was similar in female *Brd1*^+/−^ and WT mice (*n* = 10/group). **g** Distance moved before and after cocaine 30 mg/kg injection was similar in female *Brd1*^+/−^ and WT mice (*n* = 12/group). **h** Total brain volume was slightly reduced in female *Brd1*^+/−^ mice compared to WT mice (*n* = 7/group; *t* = 2.31; *p* = 0.041). **i** Total dendritic length including apical and basal dendrites. aCC pyramidal neurons had significantly shorter dendrites in female *Brd1*^+/−^ mice compared to WT mice (*t* = 3.29; *p* = 0.008). **j** Mean branch depth: branching depth was defined by the number of bifurcations from the beginning point to the end of a dendrite. Female *Brd1*^+/−^ mice had less dendritic branching (*t* = 3.08; *p* = 0.01) compared to WT mice. **k** Mean dendritic spine density (number of spines/ length of dendrites). Female *Brd1*^+/−^ mice had less dendritic spine density (*t* = 9.19; *p* < 0.001) compared to WT mice. **l** 3-D Sholl analysis: Number of dendritic intersections on concentric spheres (radius interval 20 µm) with their centres at soma. Neurons in female *Brd1*^+/−^ mice had significantly less dendritic branching (*F* = 20.60; *p* < 0.001) than neurons in WT mice. **m** 3-D reconstruction of left: WT neuron and right: *Brd1*^+/−^ neuron. Data shown are mean and SEM for each group *p < 0.05; **p < 0.01; ***p < 0.001.

### Brain volume and neuronal morphology

Total brain volume, as estimated by stereology, was slightly reduced (~8%) in female *Brd1*^+/−^ mice (Fig. 2h and Fig. S1A, *t*-test; *p* = 0.041), but with no difference in brain symmetry (Fig. S2B) or ventricle volume (Fig. S2C, D). In line with reduced overall brain tissue volume, aCC pyramidal neurons had significantly shorter dendrites in female *Brd1*^+/−^ mice compared to WT mice (Fig. 2i, *t*-test; *p* = 0.008) combined with less dendritic branching (Fig. 2j, *t*-test; *p* = 0.01) and less dendritic spine density (Fig. 2k, *t*-test; *p* < 0.001). 3-D Sholl analysis counting the dendritic intersections on the concentric spheres with their centres at soma confirmed that these neurons had significantly less dendritic branching (Fig. 2l, m, *p* < 0.001).

### Behavioral response to antidepressants

Provided that the phenomenological and pathophysiological phenotype of female *Brd1*^+/−^ mice indicate translational relevance to depressive disorders, they may be reversible upon the administration of clinically used antidepressants. In accordance, treatment with Fluoxetine (FLX) and Imipramine (IMN) reversed the despair-like behaviors of female *Brd1*^+/−^ mice, while having negligible effect on their movements in the OF (Fig. S3). Particularly, differences in immobility between *Brd1*^+/−^ and WT mice during TST, could be reversed by IMN 1 (Fig. 3a) or 10 mg/kg (Fig. 3a), and by FLX 5 mg/kg (Fig. 3a) with *Brd1*^+/−^ mice receiving IMN (Fig. 3b; 1 mg/kg, two-way ANOVA; *p* < 0.001 or 10 mg/kg, two-way ANOVA; *p* < 0.001) being significantly less immobile during TST than the vehicle-treated *Brd1*^+/−^ mice. Similarly, the differences in immobility during FST, could be reversed by IMN 10 mg/kg (Fig. 3c) and by FLX 5 mg/kg (Fig. 3c), with IMN (Fig. 3d, two-way ANOVA; *p* < 0.001) or FLX (Fig. 3d, two-way ANOVA; *p* < 0.001) causing reduced immobility compared to vehicle-treatment. Vehicle-treated *Brd1*^+/−^ mice were significantly more immobile in TST (Fig. 3a, *t*-test; *p* < 0.001) and FST (Fig. 3c, *t*-test; *p* = 0.005) than the vehicle-treated WT mice thus replicating the behavioral despair in untreated female *Brd1*^+/−^ mice.

**Fig. 3:**
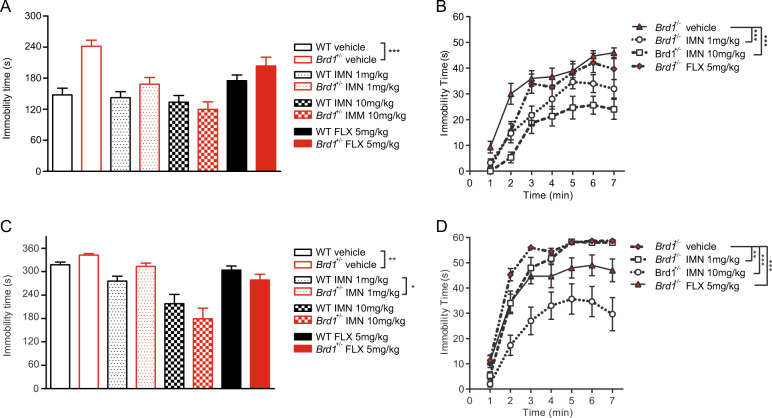
Behavioral response to antidepressant medication in female *Brd1*^+/−^ mice. **a**, **b** Tail suspension test. **a** Total duration of immobility in the 8 groups (*n* = 15/group). Comparison between vehicle-treated WT and vehicle-treated *Brd1*^*+*^^*/−*^ mice confirmed the depression-like behaviors of female *Brd1*^*+/−*^ mice (*t* = 5.42; *p* < 0.001). Comparisons between other three pairs indicated that the depressive phenotype of female *Brd1*^*+/−*^ mice could be reversed by antidepressant medications. **b** Duration of immobility in the four groups of female *Brd1*^*+/−*^ mice, which received four different interventions. Female *Brd1*^*+/−*^ mice, that received imipramine 1 (*F* = 17.55; *p* < 0.001) and 10 (*F* = 43.08; *p* < 0.001) mg/kg, displayed significantly less depression-like behaviors than the vehicle-treated *Brd1*^*+/−*^ mice. **c**, **d** Forced swim test. **c** Total duration of immobility in the 8 groups (*n* = 15/group). Comparison between vehicle-treated WT mice and vehicle-treated *Brd1*^*+/−*^ mice confirmed the depression-like behaviors of female *Brd1*^*+/−*^ mice (*t* = 3.14; *p* = 0.005). Except for 1 mg/kg IMN treated groups, comparisons between other two pairs indicated that the depressive phenotype of female *Brd1*^*+/−*^ mice could be reversed by antidepressant medications. **d** Duration of immobility in the four groups of female *Brd1*^*+/−*^ mice, which received four different interventions. Female *Brd1*^*+/−*^ mice that received imipramine 1 (*F* = 9.69; *p* = 0.004) and 10 (*F* = 35.71; *p* < 0.001) mg/kg, and FLX 5 mg/kg (*F* = 18.05; *p* < 0.001) displayed significantly less depression-like behaviors than the vehicle-treated *Brd1*^*+/−*^ mice. IMN, imipramine; FLX, fluoxetine. Data shown are mean and SEM for each group. *p < 0.05; **p < 0.01; ***p < 0.001.

### Global gene expression profiling of antidepressant treatment in *Brd1*^+/−^ mice

To delineate the molecular signatures accompanying the behavioral response to antidepressants by *Brd1*^+/−^ mice, we conducted global gene expression profiling of selected brain tissues from mice administered vehicle or antidepressant (IMN or FLX). Amygdaloid (AMG) tissue from vehicle administered mice was characterized by pronounced changes in gene expression involving 144 differentially expressed genes (DEGs) that were significant after Benjamini–Hochberg false discovery rate (FDR) correction at 5% (Fig. 4a (mid panel) and Table S2). As these comprised a high number of predicted/uncharacterized genes (Table S2) we subjected nominally significant DEGs (*p* < 0.01, 511 genes) to functional analyses using ingenuity pathway analysis (IPA) software. This revealed an overrepresentation of genes acting in biological pathways previously implicated with affective behaviors, including unfolded protein response^44^ and α-adrenergic^45^-, chemokine^46^-, G-protein coupled receptor (GPCR), and Glial cell-derived neurotrophic factor (GDNF) mediated signaling^47^ (Fig. 4b and Table S3). Notably, fold change of implicated DEGs suggested an activation of G-protein coupled receptor (GPCR) mediated signaling, specifically through the Gaq subunit associated with, among others, the 5HT_2_ serotonergic-, and Alpha-1 adrenergic receptors (Fig. 4b and Table S3). Supportive of altered amygdaloid intracellular signaling in *Brd1*^+/−^ mice, predicted upstream DEG regulators comprised a range of stimulus-induced transcription factors, including FOS, CREB1 and, ADORA2A (Table S4).

**Fig. 4:**
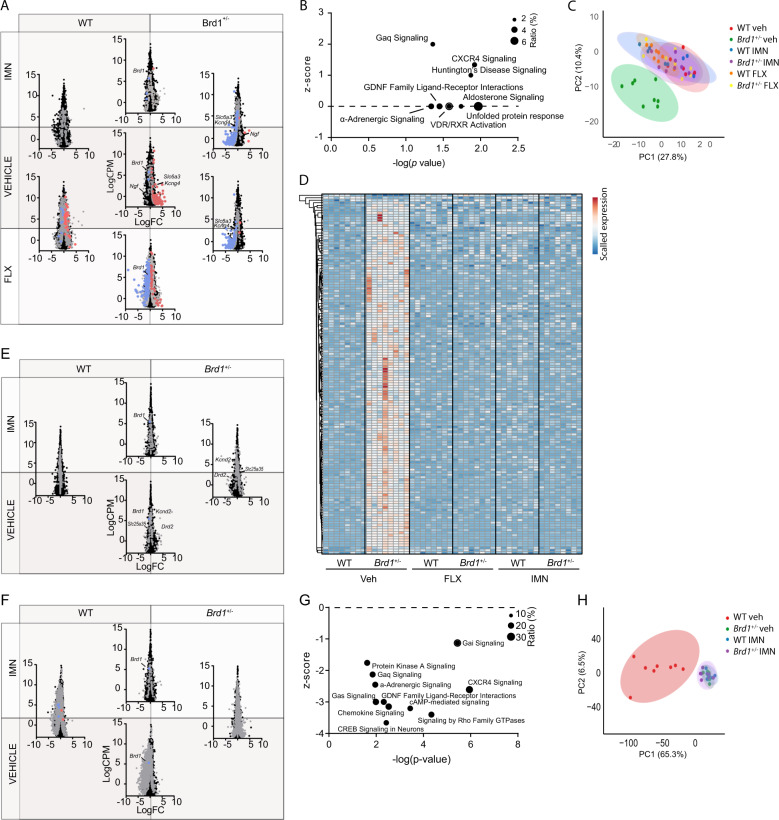
Cerebral gene expression profiling of cortical and subcortical brain tissues in vehicle and antidepressant administered female *Brd1*^+/−^ mice. **a** Gene expression profile in AMG tissue from vehicle, IMN and FLX administered female WT (*n* = 8/group) and *Brd1*^+/*−*^ (*n* = 8/group) mice. Gray, red, and blue color mark genes that are nominally significantly differentially expressed, significantly upregulated after FDR correction, and significantly downregulated after FDR correction between *Brd1*^+/*−*^ and WT mice, respectively. **b** Functional genomic analysis using ingenuity pathway analysis IPA software identifies pathways that are enriched with nominally significantly AMG DEGs and predicts an activation score (*z*-score) based on the direction of regulation (up or down) of DEGs. Diameter of circles represent the overlap between DEGs and genes annotated to the respective pathways. **c** Principal component analysis of all genes expressed (CPM > 0.1) in each sample, cluster vehicle administered *Brd1*^+/*−*^ mice separately from vehicle WT mice, and shows that treatment with IMN or FLX normalizes amygdaloid gene expression in *Brd1*^+/*−*^ mice. **d** Heatmap showing the 144 genes surviving correction for multiple testing (FDR). DEGs are generally more abundantly expressed in vehicle administered *Brd1*^+/*−*^ mice than in vehicle administered WT mice, whereas IMN or FLX both completely normalizes expression of this subset of genes. **e** Gene expression profile in aCC tissue from vehicle administered and IMN administered female WT (*n* = 8–10/group) and *Brd1*^+/*−*^ (*n* = 8–10/group) mice. Gray color marks genes that are nominally significantly differentially expressed between *Brd1*^+/*−*^ and WT mice. **f** Gene expression profile in CPu tissue from vehicle administered and IMN administered female WT (*n* = 8–10/group) and *Brd1*^+/*−*^ (*n* = 8–10/group) mice. Gray, red, and blue color mark genes that are nominally significantly differentially expressed, significantly upregulated after FDR correction, and significantly downregulated after FDR correction between *Brd1*^+/*−*^ and WT mice, respectively. **g** Functional genomic analysis using ingenuity pathway analysis IPA software identifies pathways that are enriched with nominally significantly CPu DEGs and predicts an activation score (*z*-score) based on the direction of regulation (up or down) of DEGs. Diameter of circles represent the overlap between DEGs and genes annotated to the respective pathways. **h** Principal component analysis of all genes expressed (CPM > 0.1) in each sample, cluster vehicle administered *Brd1*^+/*−*^ mice separately from vehicle administered WT mice but shows that CPu treatment effect of IMN, in terms of gene expression changes, is largely on WT mice and not *Brd1*^+/*−*^ mice.

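The principal component analysis of CPu expression covered 31 mice and the 18194 genes with more than 0.1 TPM, a transcript abundance normalized for gene length and library, in every mouse, on the log2(TPM + 1) scale. PC1 held 39.7% and PC2 8.41% of the variance. The mean PC1 score was 33.2 ± 39.7 (SD, n = 8) in vehicle administered WT mice and −16.8 ± 7.4 (SD, n = 7) in vehicle administered *Brd1*+/- mice. This difference of −49.97 was larger than nearly all regroupings of the same mice gave (two-sided exact permutation test, p = 0.00886, adjusted p = 0.0886 over the 10 tests of PC1 and PC2). IMN administered mice had mean scores of −6.7 ± 21.2 (SD, n = 8 WT) and −11.9 ± 9.7 (SD, n = 8 *Brd1*+/-), which the spread between mice did not separate (exact permutation test, p = 0.547). From vehicle to IMN, PC1 fell by 39.87 in WT mice (exact permutation test, p = 0.0308, adjusted p = 0.154) and rose by 4.9 in *Brd1*+/- mice (exact permutation test, p = 0.292). The difference between the genotypes in this effect of IMN had a p of 0.0107 when the treatment labels were permuted within each genotype. Of the 8 vehicle administered WT mice, 6 lay above every vehicle administered *Brd1*+/- mouse on PC1, and mice 6 and 8 lay within the scores of the other groups, at −23.37 and −28.73. On untransformed TPM, PC1 held 78.1% of the variance. The genes with the largest positive loadings on PC1 were *Slc17a7*, *Neurod6* and *Neurod2*, which mark cortical neurons, and *Adora2a* and *Drd2*, which mark striatal neurons, were among those with the largest negative loadings.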

Overall, administration of FLX and IMN normalized the amygdaloid transcriptome in *Brd1*^+/−^ mice (Fig. 4c), and, convincingly, FLX and IMN administration nearly completely normalized AMG expression of genes differentially expressed in vehicle administered *Brd1*^+/−^ mice (Fig. 4d and Table S6 and S6) without affecting *Brd1* expression (Fig. 4a). Whereas the tested dose (10 mg/kg) of IMN had only minor effect on AMG gene expression in WT mice, administration of FLX (5 mg/kg) resulted in massive changes in WT mice (Fig. 4a). Accordingly, we proceeded with testing only IMN (10 mg/kg) in tissue samples from aCC and striatum, caudate putamen (CPu). 

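For CPu, the dorsal part of the striatum, values were available for 31 female mice, 8 to 11 weeks old, each sampled by a punch of frozen tissue and sequenced on its own. There were 8 WT and 7 *Brd1*+/- mice administered vehicle, and 8 WT and 8 *Brd1*+/- mice administered IMN at 10 mg/kg, where the legend of Fig. 4f gives 8 to 10 mice per group. Libraries were sequenced as short single-end reads on the BGISEQ-500 platform. The authors aligned the reads to GRCm38 with HISAT2, assembled counts per gene with StringTie and deposited TPM for 52636 Ensembl genes, of which 34905 were above 0 in at least 1 mouse. TPM scales each gene to its length and each mouse to a fixed sum, between 999787 and 999918 here, so the number of reads behind a value is unknown; the paper's methods give only a minimum of clean reads per sample. A fixed sum also means that a few abundant genes move the others. The 10 most abundant genes held a median of 23.4% of TPM in vehicle administered WT mice (from 19.2% to 29.0%) and of 28.7% in vehicle administered *Brd1*+/- mice (from 27.1% to 30.4%). The medians were 28.2% and 28.8% in IMN administered WT and *Brd1*+/- mice. The number of genes above 0.1 TPM had a median of 23533.5 in vehicle administered WT mice, 22932 in vehicle administered *Brd1*+/- mice, 23182.5 in IMN administered WT mice and 23047 in IMN administered *Brd1*+/- mice. From these values, each pair of groups was compared by limma on log2(TPM + 1) with a mean-dependent prior variance, over genes above 0.1 TPM in at least 7 of the mice compared. DEGs were counted at the paper's thresholds, a two-sided p under 0.01 for nominal significance and a Benjamini-Hochberg FDR of 5%. The paper used edgeR, which needs read counts, so its normalization between mice could not be repeated from TPM.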

In aCC, only *Brd1* was significantly differentially regulated after FDR correction between *Brd1*^+/−^ and WT vehicle groups (Fig. 4e, lower panel) and only 141 genes were differentially expressed at a nominal significant cut-off set at 1% (Table S7). This set of genes did not cluster in distinct biological pathways (Table S8). Like in AMG, however, administration of antidepressants primarily affected gene expression in *Brd1*^+/−^, and to a lesser extent, WT mice (Table S9). This included a reduction in mRNA encoding dopamine receptor 2 (*Drd2*, Fig. 4e and Table S9), which was significantly overexpressed in vehicle administered *Brd1*^+/−^ mice compared to WT mice (Fig. 4e and Table S7). 

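*Brd1*, which spans 88687034 to 88734233 on the reverse strand of chromosome 15 (GRCm38), was expressed at 22.5 ± 2.97 TPM (SD, n = 8) in vehicle administered WT mice and 13.4 ± 2.02 TPM (SD, n = 7) in vehicle administered *Brd1*+/- mice, 59.4% of the WT mean. Its log2 fold change was −0.71 (standard error 0.10, adjusted p = 0.0556 from limma), the smallest p of the 23200 genes tested. All *Brd1*+/- mice, at 16 TPM or less, were below all WT mice, at 18.33 TPM or more (two-sided exact permutation test, p = 0.000155, the smallest p these group sizes allow). At a p under 0.01, 3153 genes differed between the vehicle groups, where 232 are expected by chance if genes were independent. Of these, 2811 were lower and 342 higher in *Brd1*+/- mice. None passed an FDR of 5%, although 7168 had a p under 0.05 and 4687 passed an FDR of 10%. Weighting each mouse by its fit to the model raised the count most, to 6137 genes at a p under 0.01. Lower expression prevailed on the TPM scale as deposited, on which the median log2 fold change of all genes tested was −0.13. After median-of-ratios scaling that median was 0.0024, and 56.4% of 2137 genes were lower. The mean log2(TPM + 1) of 10 cortical neuron marker genes was 4.88 ± 1.66 (SD, n = 8) in WT and 3.45 ± 0.54 (SD, n = 7) in *Brd1*+/- mice (exact permutation test, p = 0.0511, adjusted p = 0.204 over 40 tests), and 533 genes had a p under 0.01 with this mean as a covariate. WT mouse 7 expressed 4 Y-linked genes at 26.8 TPM in sum, against at most 0.19 TPM in the other mice, and 2213 genes had a p under 0.01 without it.

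**Figure D1:**
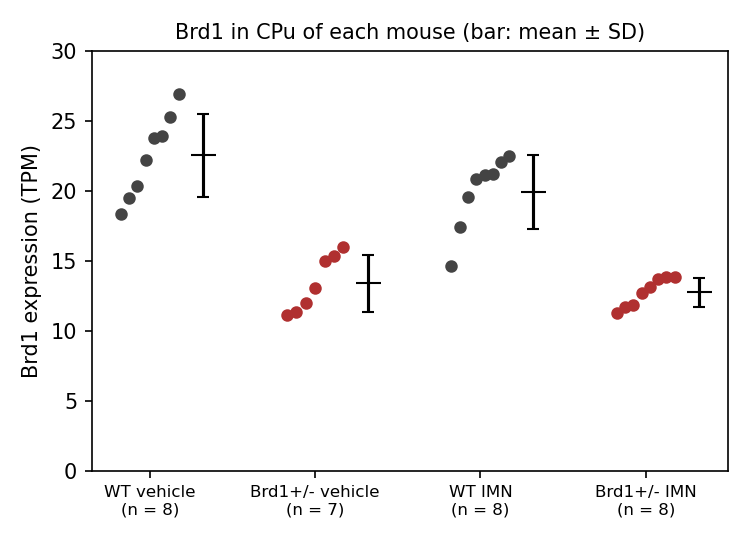
Expression of *Brd1* in CPu of each mouse in TPM (y axis) by genotype and treatment (x axis), with WT mice in gray and *Brd1*+/- mice in red. Bars give the mean and SD of each group, and in the vehicle groups the lowest WT mouse, at 18.33 TPM, is above the highest *Brd1*+/- mouse, at 16 TPM.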

In CPu, only *Brd1* was significantly downregulated after FDR correction in the vehicle treated group, (Fig. 4f, lower panel and Table S10) whereas a large number of genes (2260) were differentially expressed at a nominally significant cut-off set at 1% (Fig. 4f and Table S10). 

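The AMG list of nominally significant DEGs in Table S2 holds 511 genes, of which 284 were tested in CPu. Between the vehicle groups, 24 of them had a p under 0.01 in CPu as well, where the share among all CPu genes tested gives 38.6 (odds ratio 0.584, two-sided Fisher's exact test, p = 0.00886). With a mean TPM of at least 1 as the filter, Fisher's exact test gave p = 0.148. The direction was the same in both tissues for 18 of these genes and opposite for 6. Only 6 of the 24 were higher in AMG, and 89.2% of all CPu genes at this p were lower. Most would therefore agree in direction without a link between the tissues. Signaling in CPu was examined in 7 sets of genes, chosen from each pathway's known components without reference to expression, among them Gq, Gs, Gi, cAMP to CREB, GDNF and neurotrophin, and chemokine signaling. The gene lists of the paper's pathway software were not used here. Of the 253 genes tested in these sets, 60 (23.7%) had a p under 0.01, against 13.6% of all genes, with 49 lower and 11 higher in vehicle administered *Brd1*+/- mice. Among the smallest p were those of *Gng13*, *Gnas*, *Limk1* and *Gnb5*, each with an adjusted p of 0.0556 from limma. *Gnas*, on chromosome 2, encodes the Gs alpha subunit and was expressed at 603 ± 241 TPM (SD, n = 8) in WT and 240.3 ± 91.8 TPM (SD, n = 7) in *Brd1*+/- mice, a log2 fold change of −1.29 (standard error 0.29). The log2 fold changes of *Gng13* and *Limk1* were −0.88 and −1.38 (standard errors 0.18 and 0.32). *Gnb5* was higher by 0.61 (standard error 0.14). These directions also held after median-of-ratios scaling and quantile normalization, which do not test for cortical tissue in the punches. WT vehicle mice 6 and 8 had low cortical marker means, of 2.179 and 2.241. Their *Limk1* (12.62 and 12.06 TPM) and *Gnas* (254.2 and 318.9 TPM) lay within the ranges of vehicle administered *Brd1*+/- mice. For *Gng13* this held in mouse 8 only (61.02 TPM), and for *Gnb5* in neither mouse. As sets, GDNF and neurotrophin signaling and chemokine signaling had mean log2 fold changes of −0.19 and −0.16, close to the mean of −0.15 over all genes tested (adjusted p = 0.916 for each, limma's camera test against the other genes). After median-of-ratios scaling the chemokine mean reversed, to 0.0133. Among the predicted upstream regulators that the paper names for AMG, *Fos* had a log2 fold change of −1.16 (standard error 0.42), *Creb1* of 0.15 (standard error 0.18) and *Adora2a* of 1.94 (standard error 0.81), with adjusted p of 0.0855, 0.598 and 0.12 from limma. *Adora2a* ranged from 1.02 to 302 TPM among the WT mice and from 213.9 to 315.1 TPM among the *Brd1*+/- mice. Of the 12 genes the paper names in its sequencing results, 11 were tested in CPu, 4 had a p under 0.01, 8 had an adjusted p under 0.05 over this list and 0 over all genes.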

Although CPu and AMG DEGs generally clustered in the same functional pathways and involved same predicted upstream transcriptional regulators (Tables S2, S11, 12), contrary to AMG DEGs, CPu DEGs consistently reported of inhibited intracellular signaling initiated by GPCR subunits associated with a broad range of neurotransmitter receptors (Fig. 4g and Table S11). Although treatment with IMN overall normalized CPu gene expression between *Brd1*^+/−^ and WT mice (Fig. 4f (Top panel)), effects were more pronounced in WT (Table S13, 1370 nominally significant DEGs) than in *Brd1*^+/−^ mice (Table S14, 513 nominally significant DEGs) (Fig. 4h).

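Between IMN administered *Brd1*+/- and WT mice, 164 genes had a p under 0.01 (44 higher and 120 lower in *Brd1*+/- mice, 73.2% lower as deposited and 56.7% after median-of-ratios scaling), where 233 of 23339 are expected by chance if genes were independent. *Brd1* was the only gene under an FDR of 5%, at 12.8 ± 1.04 TPM (SD, n = 8) in *Brd1*+/- and 19.9 ± 2.67 TPM (SD, n = 8) in WT mice, a log2 fold change of −0.60 (standard error 0.08, adjusted p = 0.0396 from limma). *Brd1* stayed under an FDR of 5% in 7 of 9 alternatives in processing. Its adjusted p was 0.0525 with no filter on low TPM and 0.474 with the mouse number as a block. In 14 of the 16 fits that each left out 1 mouse it did not pass (adjusted p up to 0.142 from limma). Across 22656 genes, log2 fold changes between the genotypes under vehicle and under IMN correlated with r = 0.178, with genes not being independent replicates. In WT mice, 1639 genes of 23579 differed between IMN and vehicle at a p under 0.01 (318 higher and 1321 lower with IMN). In *Brd1*+/- mice, 422 genes of 23020 did (200 higher and 222 lower). The WT count rose most with weights for each mouse, to 4798 genes, and was 365 with the cortical marker mean as a covariate, where the *Brd1*+/- count was 491. With striatal, erythrocyte or microglia marker means in its place the WT count was 304, 439 or 451. With choroid plexus and ependyma, astrocyte, oligodendrocyte or endothelium marker means it was 1364, 1550, 1635 or 1772. After median-of-ratios scaling, 52.1% of the WT genes were lower with IMN. One gene passed an FDR of 5% in WT mice, *Slc35a4* on chromosome 18, at 21.9 ± 1.81 TPM (SD, n = 8) with IMN and 37.6 ± 3.00 TPM (SD, n = 8) with vehicle, a log2 fold change of −0.75 (standard error 0.07, adjusted p = 4.59e-05 from limma). No gene passed in *Brd1*+/- mice, where 1633 had a p under 0.05. *Brd1* itself differed little between IMN and vehicle, with log2 fold changes of −0.17 in WT mice and −0.06 in *Brd1*+/- mice (adjusted p = 0.297 in WT mice from limma). The comparisons of genotype under vehicle and of IMN in WT mice use the same 8 vehicle administered WT mice, and shared 933 genes with a p under 0.01, all in the same direction. The paper states, citing the top panel of Fig. 4f, that IMN overall normalized CPu gene expression between the genotypes, and that its effects were more pronounced in WT than in *Brd1*+/- mice, citing the nominally significant DEGs of Tables S13 and S14 and Fig. 4h.

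**Figure D2:**
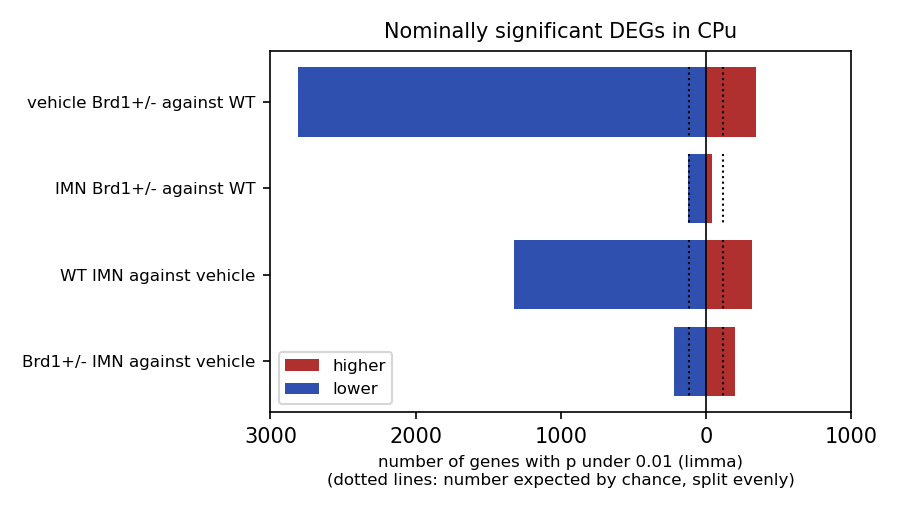
Number of genes with a p under 0.01 (x axis, limma) in each of 4 comparisons of CPu expression (y axis), with genes lower in the first-named group to the left and higher to the right. Dotted lines mark the number expected by chance for independent genes, divided evenly between the directions. On TPM as deposited, lower genes were 89.2% between the genotypes under vehicle and 73.2% under IMN. They were 80.6% for IMN against vehicle in WT mice and 52.6% in *Brd1*+/- mice. After quantile normalization these shares were 52.1%, 54.7%, 47.9% and 60.3%.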

## Discussion

Despite the clinical heterogeneity of affective disorders, their, etiopathologies are partially overlapping and include an intricate interplay between environmental, genetic, and epigenetic factors^1,8,48–50^. Post translational modifications of histones, such as Kac, have been linked with brain development^7^ and particularly the pathophysiology of affective disorders^8,51^. Acting as an epigenetic regulator during neurodevelopment, BRD1 has the potential to integrate intrinsic and environmental signals into the shaping of the maturing brain. Here, we demonstrate that reduced *Brd1* expression in female mice results in brain morphometric alterations accompanied by changes in behaviors and underlying neurobiology with broad translational relevance to affective disorders. Supporting the predictive validity of female *Brd1*^+/−^ mice as a model for depressive pathology, behavioral and molecular changes in *Brd1*^+/−^ mice are reversible upon the administration of clinically effective antidepressants. Finally, integrative genomic profiling of regional brain transcriptomic effects reveals molecular mechanisms and tissue specificity associated with affective pathology and antidepressant treatment effect.

### Neuro-implication of reduced *Brd1* expression is sex-biased

Cognitive impairments are common in psychiatric disorders, and although more thoroughly investigated in male *Brd1*^+/−^ mice^36^, both sexes display cognitive impairments with broad translational relevance, including central acquisition deficits and impaired reference memory. Sensorimotor deficits in the form of increased baseline startle amplitude, which have been reported in a range of psychiatric disorders^52^, are similarly seen in both male and female *Brd1*^+/−^ mice. However, neither male nor female *Brd1*^+/−^ mice display consistent changes in their risk-taking behaviors. Female *Brd1*^+/−^ mice, additionally, did not exhibit marked changes in their circadian cycle as measured by 24HLM. However, supporting their translational value as model of depressive symptomatology seen in affective disorders^53^ and the prodromal stage of schizophrenia^54^, female *Brd1*^+/−^ mice displayed increased immobility during FST and TST indicating behavioral despair^55^, and decreased sucrose preference representing anhedonia^56^.

Similar to what has been reported in both schizophrenia, bipolar disorder^57^, and depressed suicide victims^58^, female *Brd1*^+/−^ mice display abnormal brain and neuronal morphology with reduced dendritic branching and spine pathology^38^. Although these parameters have not been assessed in male *Brd1*^+/−^ mice, detailed structural brain imaging followed by stereological estimation of regional volumes and cell number, have revealed reduced subcortical volume and striatal cell loss in male *Brd1*^+/−^ mice^37^. Sex differences in animal models of psychiatric disorders are, however, common and may mirror the documented sex differences in psychiatric disorders where symptom profiles and severity differ between sexes^59–64^ and where depressive disorders are more prevalent among women than men^59,63^. In line with the reported divergences in behaviors, the neurochemical profile of female *Brd1*^+/−^ mice varied significantly from what we have previously reported in male *Brd1*^+/−^ mice^35,36^. Unlike male *Brd1*^+/−^ mice^35^, female *Brd1*^+/−^ mice are not super-sensitive to the psycho-motor stimulatory effect of cocaine and PCP. Although both male and female mice display increased hippocampal dopamine, only female *Brd1*^+/−^ mice displayed significantly reduced levels of cortical serotonin and striatal dopamine, consistent with the monoamine hypothesis of depression^65^. Histone modifications act to epigenetically sexually differentiate the developing brain and consequently behavior^66^ by regulating the genomic actions of sex steroid hormones^66,67^. Intriguing in this context, BRD1 is a co-regulator of nuclear hormone receptor-mediated signaling^17,18,23^ and its chromatin interactome enriched with estrogen and androgen target genes^17^.

### Neuro-molecular effect of reduced *Brd1* expression reflect brain regional changes in intracellular signaling activity

Using transcriptomic profiling to broadly capture Brd1-mediated neuro-molecular changes across multiple brain regions, we find that the dopamine receptor 2 (*Drd2*) and dopamine transporter (*Slc6a3*) are among the dysregulated genes in aCC and AMG, respectively (Fig. 4a, e). Monoamines act through activation of either G protein or ion channel linked surface receptors, which trigger second messenger systems (e.g. 3′–5′-cyclic adenosine monophosphate (cAMP), Rho family GTPases, inositol 1,4,5-trisphosphate (IP3) or calcium (Ca^2+^)). They, in turn, activate downstream kinases (e.g. protein kinase A (PKA)), which phosphorylate the transcription factor cAMP response element-binding protein (CREB) that regulates expression of many immediate early and late response genes. Convincingly, DEGs across examined tissues particularly cluster in GPCR-controlled intracellular signaling pathways and comprise immediate early and late response genes like neurotrophic factors (e.g. GDNF^68^ and NGF). Dysregulation of these signaling cascades are commonly reported in affective disorders^69–73^, reduced levels of phosphorylated CREB^74^ and neurotrophin receptors^75^ have been reported in the post-mortem frontal cortices of people with MDD and cortical IP3 has been suggested as a biomarker for depressive symptoms across diagnostic boundaries^76^. Interestingly, DEGs in the examined brain tissues reflect regional differences in intracellular signaling activity. 

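In CPu of vehicle administered mice, 39 genes of Gq signaling were tested, among them the alpha subunits, phospholipase C isoforms, protein kinase C isoforms and receptors. Their mean log2 fold change in *Brd1*+/- against WT mice was −0.06, with 19 genes higher and 20 lower. Relative to the other genes tested, which were lower on average, the set was shifted upward by 0.09 (adjusted p = 0.0247 over the 7 signaling sets, limma's camera test). At a p under 0.01, 4 of its genes were higher and 5 lower. The mean reversed to 0.11 after median-of-ratios scaling and to 0.10 after quantile normalization, where the upward shift had an adjusted p of 0.0941 and 0.408 from limma's camera. With an inter-gene correlation of 0.05 in place of 0.01 the adjusted p was 0.309, and over the 9 alternatives it ranged from 0.0244 to 0.408. Against WT mice under IMN, the Gq set was also shifted upward in vehicle administered *Brd1*+/- mice (adjusted p = 0.038, limma's camera test). It was shifted downward with IMN in *Brd1*+/- mice (adjusted p = 9.43e-05) and in the interaction of genotype and treatment (adjusted p = 0.00262, limma's camera test for both). All of these comparisons use the same vehicle administered *Brd1*+/- mice and are not independent. Alternatives and regroupings of the mice were run for sets only between the vehicle groups. There the Gq shift was as large in 23 of 100 regroupings.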

Particularly, transcriptomic data from AMG tissue suggest increased Gaq mediated signaling, and thus increased PI3 activity, whereas this is the opposite in CPu tissue. 

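The 26 genes of Gs signaling tested in CPu had a mean log2 fold change of −0.08 in vehicle administered *Brd1*+/- against WT mice, with 18 lower and 8 higher. Of these, 8 were lower at a p under 0.01 and 0 higher. The 50 genes of Gi signaling, G-protein beta and gamma subunits included, averaged −0.17, with 27 lower and 23 higher and with 16 lower and 4 higher at a p under 0.01. The 46 genes of cAMP, protein kinase A and CREB signaling averaged −0.09, with 26 lower and 20 higher and with 8 lower and 2 higher at a p under 0.01. None of these sets was shifted against the other genes in this comparison (adjusted p = 0.916, 0.354 and 0.267, limma's camera test). Under median-of-ratios scaling the Gs and cAMP means turned positive, at 0.08 and 0.09, and under quantile normalization the Gi mean was 0.0056. The cAMP set was shifted upward in vehicle administered *Brd1*+/- mice against WT mice under IMN (adjusted p = 0.0223, limma's camera test). It was shifted downward with IMN in *Brd1*+/- mice (adjusted p = 9.43e-05, limma's camera test). The Gs and Gi sets were not shifted in either. Both comparisons use the same vehicle administered *Brd1*+/- mice, and their set tests were not repeated under the alternatives or with the mice regrouped.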

CPu gene expression was further associated with reduced signaling mediated by Gas and Gai and their associated second messenger (cAMP).

### The antagonistic effect of antidepressants on BRD1 mediated dysregulation is tissue specific

Supporting the predictive validity of *Brd1*^+/−^ mice as a model for depressive psychopathology, administration of either of the two tested antidepressants, IMN and FLX, effectively alleviated the behavioral changes displayed by *Brd1*^+/−^ mice in the TST and FST without affecting basal motor behaviors. This effect was further apparent at the molecular level, where IMN administration essentially normalized AMG gene expression without affecting the expression of *Brd1*. This was also the case for FLX, but at the selected dose, significant gene-regulatory changes were additionally seen in WT mice. In aCC, IMN treatment completely normalized *Drd2* expression and *Slc6a3*, possibly reflecting a normalization of dopamine signaling in this tissue. Furthermore, expression of *Slc25a35*, which is a marker of mitochondrial dysfunction in brain regions under experimental mixed anxiety/depression-like disorder^77^, was additionally normalized following IMN administration (Fig. 4e). However, as basal gene expression, measured in the vehicle administered group, did not differ much between *Brd1*^+/−^ and WT mice, the neuromolecular effect of antidepressant treatment was less apparent in this tissue. Surprisingly, in CPu, where large changes in basal gene expression were observed between WT and *Brd1*^+/−^ mice, the effect IMN administration was much more pronounced in WT than in *Brd1*^+/−^ mice. 

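Whether the effect of IMN in CPu differed between the genotypes was tested by the interaction of genotype and treatment over all 31 mice and 25394 genes. At a p under 0.01, 951 genes had an interaction (753 positive, meaning a higher log2 fold change with IMN in *Brd1*+/- than in WT mice, and 198 negative), against 254 expected by chance if genes were independent. The negative share was 20.8% on TPM as deposited and 49.7% after median-of-ratios scaling. None passed an FDR of 5%, with 4119 at a p under 0.05, and 1 gene passed after median-of-ratios scaling. With weights for each mouse, 3458 genes had a p under 0.01 and 2624 passed an FDR of 5%. Across 22626 genes, the log2 fold changes with IMN in WT and in *Brd1*+/- mice were uncorrelated (r = −0.013, genes not being independent replicates), and 46 genes had a p under 0.01 in both, 39 in the same direction. A comparison that leaves out the vehicle administered WT mice, *Brd1*+/- mice under vehicle against WT mice under IMN, gave 528 genes with a p under 0.01 of 23085. Under an FDR of 5% it gave 3, *Ddit4*, *Gm13068* and *Sgk1*, all lower in the vehicle administered *Brd1*+/- mice. The groups of this comparison differ in both genotype and treatment, so its genes cannot be assigned to either or to the interaction. Over the alternatives in processing, *Ddit4* passed in 7 of 9, *Sgk1* in 3 of 9 and *Gm13068* in 2 of 8, and with mouse number as a block or all 4 groups in one fit 0 genes passed, with 1687 and 1303 at a p under 0.05. With the cortical marker mean as a covariate, 299 genes had an interaction at a p under 0.01.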

Similar findings have been reported from other rodent models with depressive-like phenotypes^78,79^.

Histone modification and chromatin modeling play a role in multiple physiological and pathological processes in the brain, including cognition^80^, circadian rhythms^81^, and the development of affective pathology^8,51^. Here we show that the schizophrenia and bipolar disorder associated epigenetic reader, BRD1, governs affective behaviors and associated neuromolecular and biological pathways in mice. In line with BRD1’s reported function as a co-regulator of nuclear hormone receptors^17,18,23^ and their targeted transcriptional response to gonadosteroid and corticosteroid signaling^17^, the effect of reduced *Brd1* expression is sex-biased, with only female mice displaying changes in affective behaviors. *BRD1* may thus provide an important link between averse environmental risk factors (.e.g. sex and stress) and depression. While equating *Brd1* deficiency with depression susceptibility is over-simplistic, female *Brd1*^+/−^ mice set the stage for further studies evaluating the epigenetic changes and neurodevelopmental abnormalities, pertinent to depression.

## Supplementary information

Supplementary Information

Supplementary Tables

## Data Availability

All raw and processed sequencing data have been deposited in NCBI’s Gene Expression Omnibus^82^ and are accessible through GEO Series accession number GSE150265.

# Supplementary material for: Reduced Brd1 expression leads to reversible depression-like behaviors and gene-expression changes in female mice
**Source:** Transl Psychiatry. 2020 Jul 17;10:239. doi: 10.1038/s41398-020-00914-2
**Supplement:** Supplementary file 1 — Supplementary Information

**Reduced *Brd1* expression leads to reversible depression-like behaviors and**

**gene-expression changes in female mice**

Supplemental Information

Contents

[Supplemental Methods and Materials 3](#_Toc39178675)

[*Animals* 3](#_Toc39178676)

[*Functional observation battery (HLu)* 3](#_Toc39178677)

[*Acute pain response (HLu)* 4](#_Toc39178678)

[*Rotarod (AU)* 4](#_Toc39178679)

[*Balance beam walking (AU)* 4](#_Toc39178680)

[*Foot printing (AU)* 4](#_Toc39178681)

[*Open Field test (OF - AU))* 5](#_Toc39178682)

[*Bright Open Field test (BOF - AU)* 6](#_Toc39178683)

[*Light and dark box (LDB - AU)* 6](#_Toc39178684)

[*Elevated Plus Maze (EPM - AU)* 6](#_Toc39178685)

[*Fear Conditioning System (FCS - AU)* 6](#_Toc39178686)

[*8-Arm Radial Maze (8ARM - AU)* 6](#_Toc39178687)

[*24 Hours Locomotion (24HLM - AU)* 7](#_Toc39178688)

[*Prepulse inhibition (HLu)* 7](#_Toc39178689)

[A*mphetamine (AIH) or Cocaine Induced Hyperactivity (CIH) (AU)* 7](#_Toc39178690)

[*High-Performance Liquid Chromatography (HPLC)* 7](#_Toc39178691)

[*Estimation of brain volumes* 7](#_Toc39178692)

[Supplemental Tables 9](#_Toc39178693)

[Table S1: Basic neurological functioning and behaviors in male and female *Brd1*^+/-^ mice 9](#_Toc39178694)

[Table S2: AMG DEG analysis of female *Brd1*^+/-^ vehicle vs wild type vehicle 10](#_Toc39178695)

[Table S3: Canonical IPA analysis of AMG DEGs between female *Brd1*^+/-^ vehicle vs wild type vehicle 10](#_Toc39178696)

[Table S4: Upstream IPA analysis of AMG DEGs between female *Brd1*^+/-^ vehicle vs wild type vehicle 10](#_Toc39178697)

[Table S5: DEG analysis of AMG DEGs between female *Brd1*^+/-^ FLX vs *Brd1*^+/-^ vehicle 11](#_Toc39178698)

[Table S6: AMG DEG analysis of female *Brd1*^+/-^ IMN vs *Brd1*^+/-^ vehicle 11](#_Toc39178699)

[Table S7: aCC DEG analysis of female *Brd1*^+/-^ vehicle vs wild type vehicle 11](#_Toc39178700)

[Table S8: Canonical IPA analysis of aCC DEGs between female *Brd1*^+/-^ vehicle vs wild type vehicle 11](#_Toc39178701)

[Table S9: aCC DEG analysis of female *Brd1*^+/-^ IMN vs *Brd1*^+/-^ vehicle 11](#_Toc39178702)

[Table S10: CPu DEG analysis of female *Brd1*^+/-^ vehicle vs wild type vehicle 11](#_Toc39178703)

[Table S11: Canonical IPA analysis of CPu DEGs between female *Brd1*^+/-^ vehicle vs wild type vehicle 11](#_Toc39178704)

[Table S12: Upstream IPA analysis of CPu DEGs between female *Brd1*^+/-^ vehicle vs wild type vehicle 11](#_Toc39178705)

[Table S13: CPu DEG analysis of female wild type IMN vs wild type vehicle 11](#_Toc39178706)

[Table S14: CPu DEG analysis of female *Brd1*^+/-^ IMN vs *Brd1*^+/-^ vehicle 11](#_Toc39178707)

[Supplemental Figures 12](#_Toc39178708)

[Figure S1.Basic neurological functioning and motor coordination 12](#_Toc39178709)

[Figure S2. Brain and neuron morphometry in *Brd1*^+/-^ mice. 14](#_Toc39178710)

[Figure S3. Open field test on *Brd1*^+/-^ and WT mice following injection with vehicle, IMN or FLX. 15](#_Toc39178711)

[Supplemental References 16](#_Toc39178712)

# Supplemental Methods and Materials

*Animals****:*** A mouse line heterozygous for a targeted deletion in the *Brd1* gene was generated by TaconicArtemis GmbH (Cologne, Germany) C57BL/6NTac-Brd1tm1.2Arte/AborgMmucd (*Brd1*^+/-^) as previously described ^1^. The mouse strain has been deposited and is available at Mutant Mouse Resource and Research Center (MMRRC) at University of California at Davis (RRID:MMRRC_065563-UCD). Mice were bred and housed until the age of 6 weeks at Taconic MB A/S (Lille Skensved, Denmark) and tail biopsies were collected for Polymerase Chain Reaction (PCR) based genotyping after weaning (P21). For tests, conducted at the facilities of H. Lundbeck A/S (HLu), 4-8 *Brd1*^+/-^ and wild type (WT) mice were group housed under controlled laboratory conditions (temperature:21±2°C; humidity:55±5%) for a minimum of one week before behavioral testing. For tests, conducted at the facilities of Aarhus University (AU), mice were group housed 2–6 mice per cage and maintained on 23±2°C temperature. Mice were kept on a 12:12h light–dark cycle. Mice were housed in Macrolon (type II) cages with standard sawdust bedding and standard rodent food and tap water available *ad libitum* (unless stated differently). The cages were enriched with igloos, wooden chew blocks and paper for nesting.

*Functional observation battery (HLu)****:*** Mice between 56-63 days of age (young adults) were initially observed in a transparent observation box (20 x 25 x 14 cm) for any signs of abnormal behavior as described by Irwin ^2^. The following responses were tested: grip-strength, visual placing response, wire-maneuver, corneal responses, and reactivity to pain induced by pinching (toes and tail). Behavioral scoring was performed blinded by a trained experimenter and each behavioral measure was scored using a point system: 0—normal behavior, 1—mild to moderate impairment, and 2— severe impairment. Behaviors were grouped as follows: 1) Sensorimotor function included measures of vision (visual placing response, corneal reflex) and pain (tail pinch and toe pinch); 2) Fear responses included avoidance-escape behaviors (touch escape, finger approach) and other fear behaviors (freezing, difficult handling); 3) Neuromuscular function such as muscle tone (grip-strength, abdominal and limb tone) and motor coordination (wire-maneuver, body posture, and walking); 4) Bizarre behaviors; and 5) Tremors and convulsions. The total score for each group of behavior was compared between genotypes.

*Acute pain response (HLu)****:*** Mice were brought to the testing room and allowed to acclimatize for 10 min. before the test. Pain reflexes in response to a thermal stimulus were measured using a Hot Plate (25.4 x 25.4 cm), surrounded by a clear acrylic cage (19 cm tall, open top). Surface of the plate was heated to a constant temperature of 55°C, as measured by a built-in digital thermometer. Mice were then placed on the hot plate, and the Start/Stop button on the timer was activated. The latency to respond with either a hind paw lick, hind paw flick, or jump (whichever came first) was measured to the nearest 0.1 sec. by deactivating the timer once a response was observed. Mice were moved from the hot plate and returned to its home cage immediately after first sign of discomfort. If a mouse did not respond within 30 sec., the test was terminated and a delay of 30 sec. was noted for the given mouse. Animals were tested one at a time and they were not habituated to the apparatus prior to testing. Each animal was tested in 3 trials with a 20 min. intertrial rest period. The hotplate was cleaned between animals and was allowed to stabilize at test temperature.

*Rotarod (AU)****:*** Rotarod analysis was performed on a 47600 ROTA-ROD with a 30 mm rod (Ugo Basile, Varese, Italy), with two consecutive sessions of three trials per day for three consecutive days. Mice were allowed to rest for 20 min. between trials and sessions were separated by a 6 hours rest period. The rotarod was set to accelerate from 4-40 rpm over a 5-minute period, followed by an additional 5 min. at 40 rpm. Both maximum and average latencies to fall off the apparatus were scored for each session.

*Balance beam walking (AU)****:*** Mice were trained to walk along a balance beam (1 cm wide and 80 cm long) suspended 30 cm above the ground to an enclosed platform at the other end. Two trials were performed for each mouse each day for three consecutive days with 20 min. rest between trials. The time required to cross the beam from start to end (latency) was evaluated and the number of hind-foot missteps was counted. The better of two trials was scored.

*Foot printing (AU)****:*** A 60 x 10 x 10 cm track was constructed with a semi-open upper structure that left the runway in partial shade. Mice were trained to run from the start of the track to the box without stopping. As mice preferred the dimed side of the track, they would run in a straight line in an unconstrained manner. At the time of testing, different colors of water-based ink was applied to front- and hind paws, respectively. Footprints were analyzed for 4 parameters: 1) Stride length: Average distance of forward movement between each stride; 2) Hind-base width and 3) front-base width: Measured as the average distance between left and right hind footprints and left and right front footprints, respectively; and 4) Front/hind paw footprint overlap, a measure of uniformity of step alternation. Latency to cross the track was recorded to ensure that mice were equally motivated to reach the box.

***Forced Swim Test (FST - AU)***: Mice were placed individually in acrylic plastic cylinders (25 cm height×10 cm diameter), filled with water (25°C) to the height of 10 cm, for 7 min. Video recordings were scored manually for displaying immobility, swimming, or climbing every 5 sec. Immobility was defined as the absence of any movements except the minimum essential movements to remain afloat. Swimming was defined as any horizontal movement involving at least two limbs. Climbing was defined as any vertical movement during which their front paws touched the sides of the cylinder ^3^.

***Tail Suspension Test (TST - AU)***: Mice were suspended for 7 min. on the horizontal hooks within test chambers 30 cm above the floor by adhesive tape, placed one cm from the tip of their tails. Video recordings were scored manually for displaying immobility or struggle every 5 sec. Immobility was defined as the absence of any movements in their body and four limbs ^4^.

***Sucrose Preference Test (SPT - AU)***: Mice were single-housed for a week, and then habituated to have two bottles (one with water and another with 2% sucrose solution) on their home-cages for three days. Over the next 5 days, both bottles were weighed, and their positions were switched daily. Sucrose preference was calculated as the ratio between sucrose consumption and total fluid consumption ^5^.

*Open Field test (OF - AU))*: Mice were placed individually in an open field (60×60×30 cm), illuminated at 15 lux, for 5 min.. Video-recorded movements were analyzed by Ethovision XT8.0 ^6^.

*Bright Open Field test (BOF - AU)*: Mice were placed individually in an open field (60×60×30 cm; 150 lux) for 5 min. Their movements were video-recorded, and the time, spent in the central zone (15×15 cm), was measured by Ethovision XT8.0 ^6^.

*Light and dark box (LDB - AU)*: LDB includes an open white box (30×30×30 cm; 150 lux), interconnected with a dark closed black box (30×30×30 cm). Mice were placed individually in the light box facing the tunnel towards the dark box, and were allowed to move freely for 5 min. Video recordings were scored manually for the amount of time spent in each box, and the number of entries into each box.

*Elevated Plus Maze (EPM - AU)*: EPM has two open arms (30×5cm; 60 lux) and two closed arms (30×5 cm; 15 lux) with 15 cm high non-transparent walls. Mice were placed in the central square (5×5 cm) facing one of the closed arms. Their movements were video-recorded for 5 min., and were scored manually for the amount of time, spent in open arms, and for the number of entries into each arm ^7^.

*Fear Conditioning System (FCS - AU)*: Context-dependent and cue-dependent learning and persistent anxiety of *Brd1*^+/-^ mice were tested using the automated TSE FCS v8.06 (TSE systems GmbH, Bad-Homburg, Germany). FCS includes conditioning, context extinction, cue extinction, and extinction retrieval phases, which span over four days. Principal index of learning was freezing behavior, defined by the absence of any visible movements except those required for respiration ^8^.

*8-Arm Radial Maze (8ARM - AU)*: 8ARM had eight gated arms (30×5 cm) with 15 cm high non-transparent walls radiating from an octagonal central platform, and multiple fixed intra-maze cues. Mice were food deprived for 16 hours/day, until they reached approximately 85% of their free-feeding bodyweights. Our protocol included three training days (15 min/day) and ten trials (one trial/day), during which only three specific arms were baited. Trials were terminated, when mice completed eating all three food pellets or after a delay of 10 min. Video recordings were scored by Ethovision XT8.0 ^6^. Working memory and long-term reference memory errors were defined by the number of re-entries to baited arms, and the number of entries to never-baited arms ^9^.

*24 Hours Locomotion (24HLM - AU)****:*** Mice were placed individually in Makrolon type-III (42.5×26.5×15 cm) cages with free access to food and water at 9am on the test day. Until next day 9am, their movements were monitored by TSE infrared light beam frames and TSE FCS v8.06 (TSE systems GmbH, Bad-Homburg, Germany).

*Prepulse inhibition (HLu)****:*** Prepulse inhibition (PPI) testing was performed using the SM100 Startle Monitor System (Kinder Scientific, Poway, CA, USA), consisting of 8 sound-attenuated startle chambers and StartleMonitor software (Kinder Scientific). Testing procedure was as described elsewhere ^10^. Mice were tested in the setting two times. Day 1 for habituating to the test. Day 3 for testing baseline PPI.

A*mphetamine (AIH) or Cocaine Induced Hyperactivity (CIH) (AU):* Mice were placed individually in Makrolon type-III cages at 9am on the test day. After two hours, one batch of mice were injected with amphetamine (D-Amphetamine, Sigma-Aldrich, St. Louis, USA) 5 mg/kg SC ^11^, and another batch were injected with cocaine either 15 or 30 mg/kg SC. There were corresponding control groups that received only saline injections. Subsequent movements were monitored by TSE infrared frames and TSE FCS v8.06 for four hours.

*High-Performance Liquid Chromatography (HPLC)****:*** Frontal cortical-, hippocampal-, and striatal tissues were collected by free-hand dissection in age-matched male and female mice in parallel. Male data has been reported on elsewhere ^1^. After weighing, samples were homogenized in ice-cold 0.05M HClO_4_ (Sigma-Aldrich), and centrifuged (20000×g) for 30 min. at 4°C. Supernatants were filtered (0.22 µm column; Millipore, Billerica, USA), and were separated by HPLC (ODS 150×2 mm column; flow rate 0.2 ml/minute). Dopamine and serotonin were electrochemically detected (E2=200 mV) by Coulochem-III (Thermo scientific, Sunnyvale, USA).

*Estimation of brain volumes****:*** Female *Brd1*^+/-^ and WT mice (n=7/group) were perfusion fixed through the aorta and brains were removed and post-fixed for at least 48 hours (4% w/v paraformaldehyde in 0.2 M phosphate buffer) and cryoprotected (30% w/v sucrose in PBS) until saturated. Whole brains were sectioned (25 µm coronal sections) and sampled using Systematic Uniform Random Sampling (SURS) with first section randomly selected within the sampling interval. Every 15th section was sampled for Giemsa staining and volume estimation. Total brain volume (hemispheres assessed separately) and ventricular volumes were estimated by systematic point counting using a Nicon eclipse 8oi equipped with an Olympus DP72 camera at a magnification of 1X (hemispheres) and 2X (ventricular system). The counting grid had an area per point of 1.075 mm^2^ (0.018 mm^2^ for the ventricles). Approximately 100–300 points were counted in each region (**Figure S4A**). The total volume was estimated applying the Cavalieri estimator: V(ref)= k∙ t∙ a(p)∙∑P where k is the inverse sampling fraction, t the average section thickness, a(p) the area associated with each point of the grid and ∑ P the total number of points hitting the region of interest. The average section thickness was calculated as the block advance measured by a digital caliper. No efforts were conducted to correct for differential tissue deformation caused by fixation or further tissue processing.

# Supplemental Tables

## Table S1: Basic neurological functioning and behaviors in male and female *Brd1*^+/-^ mice

Data presented in this manuscript are highlighted in grey, whereas other data have previously been reported on ^1,12^**. #:** number of events**.** ND: not determined. *Likely reflect acquisition deficit during conditioning.

## Table S2: AMG DEG analysis of female *Brd1*^+/-^ vehicle vs wild type vehicle

See appendix 1

## Table S3: Canonical IPA analysis of AMG DEGs between female *Brd1*^+/-^ vehicle vs wild type vehicle

See appendix 1

## Table S4: Upstream IPA analysis of AMG DEGs between female *Brd1*^+/-^ vehicle vs wild type vehicle

See appendix 1

## Table S5: DEG analysis of AMG DEGs between female *Brd1*^+/-^ FLX vs *Brd1*^+/-^ vehicle

See appendix 1

## Table S6: AMG DEG analysis of female *Brd1*^+/-^ IMN vs *Brd1*^+/-^ vehicle

See appendix 1

## Table S7: aCC DEG analysis of female *Brd1*^+/-^ vehicle vs wild type vehicle

See appendix 1

## Table S8: Canonical IPA analysis of aCC DEGs between female *Brd1*^+/-^ vehicle vs wild type vehicle

See appendix 1

## Table S9: aCC DEG analysis of female *Brd1*^+/-^ IMN vs *Brd1*^+/-^ vehicle

See appendix 1

## Table S10: CPu DEG analysis of female *Brd1*^+/-^ vehicle vs wild type vehicle

See appendix 1

## Table S11: Canonical IPA analysis of CPu DEGs between female *Brd1*^+/-^ vehicle vs wild type vehicle

See appendix 1

## Table S12: Upstream IPA analysis of CPu DEGs between female *Brd1*^+/-^ vehicle vs wild type vehicle

See appendix 1

## Table S13: CPu DEG analysis of female wild type IMN vs wild type vehicle

See appendix 1

## Table S14: CPu DEG analysis of female *Brd1*^+/-^ IMN vs *Brd1*^+/-^ vehicle

See appendix 1

# Supplemental Figures

A B

C D E F

G H

Figure S1.Basic neurological functioning and motor coordination**. A)** Hotplate: *Brd1*^+/-^mice displayed normal reaction time in a pain response test (WT n=14, *Brd1*^+/-^ n=13) **B)** Rotarod: Female *Brd1*^+/-^ mice fell off the rotating rod faster than their WT littermates (2-WAY ANOVA, genotype effect, F_1, 4_ = 15,39, *p*=0.017 ). **C)** Gait in *Brd1*^+/-^ mice was analyzed in their foot print pattern. No difference was observed between *Brd1*^+/-^ and WT mice in stride length, **D)** front base, **E)** hind base. **F)** However, *Brd1*^+/-^ mice displayed slightly disrupted gaiting uniformity as measured by separation between front and hind paw prints (WT n=13, *Brd1*^+/-^ n=12; t=2.19; *p*=0.040). **G)** Beamwalk: no difference was observed between genotypes in the balance beam walking task in regard to missteps, **H)** nor latency to cross the beam. *: p<0.05

**A**

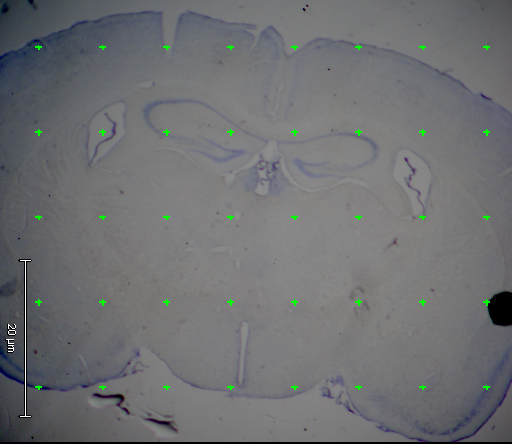

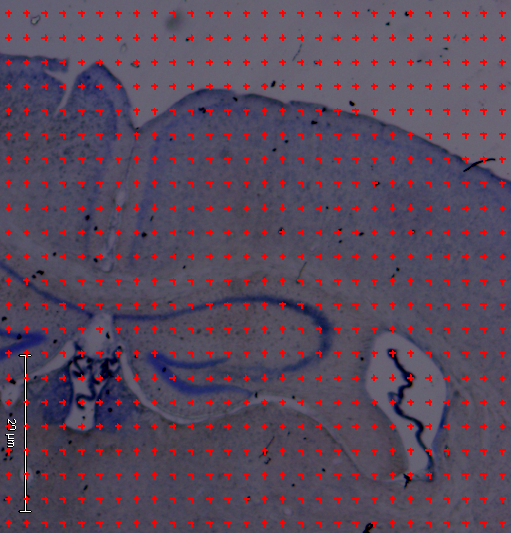

**B C D**

Figure S2. Brain and neuron morphometry in *Brd1*^+/-^ mice. **A)** Example of grid density in brain (L) and ventricle (R) volume estimation. **B)** Symmetry of volumes in left and right hemisphere did not differ between *Brd1*^+/-^ (n=7) and WT (n=7) mice. **C)** Total estimated lateral ventricle volume did not differ between *Brd1*^+/-^ (n=7) and WT (n=7) mice. **D)** Total estimated 3rd ventricle volume did not differ between *Brd1*^+/-^ (n=7) and WT (n=7) mice.

**
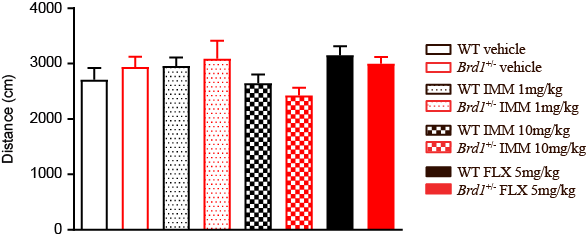
**

*

Figure S3. Open field test on *Brd1*^+/-^ and WT mice following injection with vehicle, IMN or FLX. Vehicle-treated female *Brd1*^+/-^ and WT mice did not differ significantly in their movements in OF. Although 10mg/kg IMN injection significantly reduced activity in *Brd1*^+/-^ mice compared to vehicle injection (t=2.25; p=0.03), no difference in activity was seen between treated *Brd1*^+/-^ and treated WT mice in any of the groups (IMN 1 mg/kg, t=0.36; p=0.72: IMN 10 mg/kg,: FLX 5mg/kg, *: p<0.05

# Supplemental References

1 Qvist P *et al.* The Schizophrenia-Associated BRD1 Gene Regulates Behavior, Neurotransmission, and Expression of Schizophrenia Risk Enriched Gene Sets in Mice. *Biol Psychiatry* 2017; **82**: 62–76.

2 Irwin S. Comprehensive observational assessment: Ia. A systematic, quantitative procedure for assessing the behavioral and physiologic state of the mouse. *Psychopharmacologia* 1968; **13**: 222–57.

3 Bale TL, Vale WW. Increased depression-like behaviors in corticotropin-releasing factor receptor-2-deficient mice: sexually dichotomous responses. *J Neurosci* 2003; **23**: 5295–301.

4 Cryan JF, Mombereau C, Vassout A. The tail suspension test as a model for assessing antidepressant activity: review of pharmacological and genetic studies in mice. *Neurosci Biobehav Rev* 2005; **29**: 571–625.

5 Overstreet DH. Modeling depression in animal models. *Methods Mol Biol* 2012; **829**: 125–44.

6 Noldus LP, Spink AJ, Tegelenbosch RA. EthoVision: a versatile video tracking system for automation of behavioral experiments. *Behav Res Methods Instrum Comput* 2001; **33**: 398–414.

7 Walf A a, Frye C a. The use of the elevated plus maze as an assay of anxiety-related behavior in rodents. *Nat Protoc* 2007; **2**: 322–8.

8 Whittle N, Hauschild M, Lubec G, Holmes A, Singewald N. Rescue of impaired fear extinction and normalization of cortico-amygdala circuit dysfunction in a genetic mouse model by dietary zinc restriction. *J Neurosci* 2010; **30**: 13586–96.

9 Zlomuzica A, Ruocco L, Sadile A, Huston J, Dere E. Histamine H1 receptor knockout mice exhibit impaired spatial memory in the eight-arm radial maze. *Br J Pharmacol* 2009; **157**: 86–91.

10 Fejgin K *et al.* A Mouse Model that Recapitulates Cardinal Features of the 15q13.3 Microdeletion Syndrome Including Schizophrenia- and Epilepsy-Related Alterations. *Biol Psychiatry* 2013; : 1–10.

11 Yates JW, Meij JTA, Sullivan JR, Richtand NM, Yu L. Bimodal effect of amphetamine on motor behaviors in C57BL/6 mice. *Neurosci Lett* 2007; **427**: 66–70.

12 Qvist P *et al.* Mice heterozygous for an inactivated allele of the schizophrenia associated Brd1 gene display selective cognitive deficits with translational relevance to schizophrenia. *Neurobiol Learn Mem* 2017; **141**: 44–52.

How the deposited data were processed for this re-analysis (not part of the article)

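CPu punches of 31 female mice were sequenced by the authors in 4 groups, WT and *Brd1*+/- mice administered vehicle (n = 8 and n = 7) or IMN at 10 mg/kg (n = 8 and n = 8). Genotype, treatment and mouse number were taken from the sample labels, and 0 columns of the table were left unused. RNA was sequenced on the BGISEQ-500 platform as single-end reads, which the authors aligned to GRCm38 (Ensembl annotation) with HISAT2 and quantified with StringTie. The authors deposited other than read counts, a table of TPM, the abundance of each gene scaled to its length and to a fixed sum per mouse, for 52636 Ensembl gene identifiers. TPM as deposited holds no further scaling between mice and no filter on low values, and each mouse's values sum to between 999787 and 999918. The number of reads per mouse cannot be recovered from TPM, so the depth behind each value is unknown, no counting error is given, and the precision rests on the spread between mice alone. Gene symbols and positions came from GENCODE M21, also on GRCm38, which held 52403 of the identifiers and not the remaining 233. Genes were therefore joined by identifier and not by position.

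Each comparison of 2 groups was fitted on its own with limma 3.58.1 in R 4.3.3, on log2(TPM + 1), with empirical Bayes moderation and a trend in the prior variance, over genes above 0.1 TPM in at least 7 of the mice fitted. Tests were two-sided, with thresholds of p under 0.01 and of a Benjamini-Hochberg FDR of 5% as in the paper. The comparisons were *Brd1*+/- against WT under vehicle and under IMN, IMN against vehicle in WT and in *Brd1*+/- mice, *Brd1*+/- vehicle against WT IMN, and the interaction of genotype and treatment over all mice. The last pair is not in the paper. The authors' test, edgeR on read counts, was not run, since it does not apply to TPM. The fit was tested on simulated data in which 200 genes were changed. It called 74 of them at an FDR of 5% for a simulated log2 change of 0.5 and 163 for a change of 1, with 3 and 13 unchanged genes called, and 0 genes without a change. Simulated genes were independent, with the same spread in both genotypes. In the data genes vary together, and the SD on PC1 was 39.7 in WT and 7.4 in *Brd1*+/- vehicle mice. The simulation therefore does not show how the fit behaves under those conditions.

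Signaling pathways were examined with 7 sets of genes written from general knowledge, since the gene lists of the paper's pathway software were not used here. Adjusted p values are over all 7, and not every set is reported. They were tested by limma's camera against all other genes tested, with an inter-gene correlation of 0.01. Overlap with the AMG genes of Table S2 was tested by Fisher's exact test over the genes tested in CPu. Principal components were computed on centered log2(TPM + 1) of the genes above 0.1 TPM in all mice, where the paper used CPM, and group means were compared by exact permutation tests. Marker scores are the mean log2(TPM + 1) of a list of genes for a cell type or tissue, 10 lists in all.

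The genes named in the text are those the paper names for its sequencing, up to 3 genes with the smallest p in each direction among those under an FDR of 5%, signaling genes among the 5 with the smallest p under vehicle, not all of which are reported, and genes of the marker lists. *Depp1*, *Arc*, *Egr1* and the Y-linked genes and *Xist* as single genes were chosen after their values were seen. *Slc6a3*, which the paper names, did not pass the filter on low TPM and was not tested.

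Alternatives were a pseudocount of 0.1, a mean TPM of at least 1, no filter, median-of-ratios scaling of TPM, quantile normalization, moderation without a trend, sample quality weights, the mouse number as a block, all 4 groups in one fit, and each mouse left out in turn; for the sets also an inter-gene correlation of 0.05, and for the principal components genes scaled to unit variance and untransformed TPM. AMG and aCC samples were not analysed here, and neither was the behavior.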

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

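The tests of the cortical marker score, alone and as a covariate, of the genotype labels against *Brd1* expression, of the Y-linked genes and of which genes stay called after scaling were chosen only after the results they measure were seen; the other tests were chosen after the pattern on PC1 had been seen but ahead of their own results, with marker lists and scalings fixed earlier.

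The effect of IMN on PC1 of CPu expression differed between the genotypes by −44.77 (permutation test of treatment within genotype, p = 0.0107), with 6 of the 8 vehicle administered WT mice above every vehicle administered *Brd1*+/- mouse and mice 6 and 8 within the other groups. The paper reads this pattern as an effect of genotype and of IMN, and the design gives both as biological explanations. A candidate explanation of another kind is cortical tissue in the punches of the vehicle administered WT mice. Across genes, the slope on the cortical marker score, fitted in the 16 IMN administered mice alone, correlated with the log2 fold change between the vehicle groups at r = −0.668, meaning that genes that rise with cortical markers were lower in *Brd1*+/- mice. In the 8 *Brd1*+/- IMN mice alone r was −0.392. The slope on the striatal score gave r = 0.66 in the 16 mice and 0.188 in the 8. Slopes on astrocyte and erythrocyte scores gave −0.543 and −0.484 in the 16 mice, so the relation was not specific to cortical markers. Of the 8 vehicle administered WT mice, 6 were above every vehicle administered *Brd1*+/- mouse in cortical score and 6 were below every one in striatal score. Of the 8 WT IMN mice, 2 were above in cortical score, 3 below in striatal score and 3 above on PC1. Of the 8 *Brd1*+/- IMN mice these numbers were 2, 5 and 4. By count, lying beyond the vehicle administered *Brd1*+/- mice was thus not particular to WT vehicle mice, but the distances differed. The highest PC1 and cortical score of *Brd1*+/- IMN mice were 0.73 and 4.352. The 6 WT vehicle mice had at least 26.79 and 5.307. In striatal score the groups overlapped, with 8.782 the lowest *Brd1*+/- IMN mouse and 8.81 the highest of the 6. The means of the vehicle groups differed by −1.43 in cortical score (exact permutation test, p = 0.0511, adjusted p = 0.204 over 40 tests) and by 1.66 in striatal score (exact permutation test, p = 0.0165, adjusted p = 0.127). With the cortical score as a covariate, genes with a p under 0.01 between the vehicle groups fell from 3153 to 533. By chance, 232 are expected if genes were independent. The striatal score reduced them further, to 323. However, the microglia score also reduced them, to 1229, while the other scores outside neurons left between 1773 (astrocytes) and 3181 (endothelium). A score that differs between the groups takes up part of any group difference, so these counts do not separate tissue from genotype. Of the prediction that other cell types leave most genes, microglia did not hold, and the limits for reading both cortical tests were changed after their values were seen, so they are left open. Among WT mice, PC1 was low where the cortical score was low (vehicle mice 6 and 8, scores of 2.179 and 2.241, PC1 of −23.37 and −28.73) and high in the IMN mice with the highest scores (mice 5 and 8, scores of 5.361 and 4.951, PC1 of 34.37 and 17.93), a spread that genotype does not account for, although the genes of the score also load on PC1. Cortical tissue therefore may contribute to the pattern, and for the difference between the group means it cannot be told apart from an effect of genotype here.

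Other technical explanations of the same pattern were weighed. For a few genes taking much of the TPM, the count after median-of-ratios scaling was 2137 genes at a p under 0.01, within the limit of 1.5 times set for it, but only 1548 of the 3153 genes were among them, under 50%, and the direction of most of the change depended on that scaling, so this explanation is not ruled out. Vehicle log2 fold changes followed exonic length and GC content across genes only weakly (Spearman's rho = −0.086 and −0.138, within the limit of 0.3 either way set for them). Marker scores for blood, choroid plexus and ependyma, and oligodendrocytes did not differ between the vehicle groups (exact permutation tests, p = 0.609, 0.687 and 0.327). The erythrocyte score did differ between the genotypes under IMN, by 0.518 (exact permutation test, p = 0.0171, adjusted p = 0.127), and in WT mice between IMN and vehicle, by −0.506 (exact permutation test, p = 0.0176, adjusted p = 0.127), so blood is set aside only for the vehicle groups and not for the effect of IMN. The scores of the mitochondrial genome and of microglia were higher in *Brd1*+/- mice, by 0.328 (exact permutation test, p = 0.00295, adjusted p = 0.106 over 40 tests) and 0.215 (exact permutation test, p = 0.0392, adjusted p = 0.196). The mitochondrial difference was 0.518 after median-of-ratios scaling and 0.043 after quantile normalization. The mitochondrial share was not tested as an explanation and is not ruled out. For a mislabeled genotype, 0 vehicle administered mice were out of order between the genotypes in *Brd1* level, which restates the separation of these groups and does not bear on the treatment labels. Library size could not be tested, with 0 samples of known read count in the values used here, so the counts of genes cannot be told apart from a difference in depth. The opposite loadings on PC1 of *Slc17a7* (0.0755) and *Drd2* (−0.0378), the latter from 0.7478 to 287 TPM among vehicle administered WT mice, go against depth alone as the source of the pattern.

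WT vehicle mouse 2 lay far from the other mice of its group on PC2, at 56.738 against at most 15.257, and in *Drd2*, at 0.806 on the log2(TPM + 1) scale against at least 4.949. Its striatal score of 3.598 was also the lowest of all mice, and its cortical score was 5.927. A punch that missed the striatum is a candidate explanation, which the slope test (r = −0.668) bears on only for the group as a whole; for this mouse alone no explanation was tested.

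WT vehicle mouse 7 was far from its group in the score of 5 sex-linked genes, at 3.352 against at most 1.42. It expressed *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* at 8.19, 14.23, 2.68 and 1.68 TPM. Reads shared with the X-linked copies of these genes do not account for it, since 0 of the other 30 mice reached 1 TPM in the sum of the 4 genes. RNA of a male mouse in the sample could account for it. *Xist*, which a male lacks, was at 79.18 TPM, lower than in any other mouse but just under the lowest of them (81.39 TPM, median 121.93 TPM), so most of the RNA may still be female. No biological explanation was tested. The count of genes between the vehicle groups did not rest on this mouse by the same limit of 1.5 times, with 2213 genes at a p under 0.01 without it.

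Choroid plexus and ependyma scores were far from their groups in WT vehicle mouse 3 (1.241), *Brd1*+/- vehicle mouse 6 (1.051) and *Brd1*+/- IMN mouse 3 (1.452). Tissue of the lateral ventricle, which borders the CPu, is a candidate source, and the score did not differ between the vehicle groups (exact permutation test, p = 0.687).

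Single mice also lay far from their groups in *Slc25a35* (2.981 in WT IMN mouse 3 and 3.63 in *Brd1*+/- IMN mouse 4, on the log2(TPM + 1) scale), *Crem* (3.453 in WT vehicle mouse 8 and 2.376 in WT IMN mouse 4) and *Slc35a4* (5.493 in WT vehicle mouse 1). No explanation was tested for these. In all, 11 of 148 groups of values held such a mouse, where 7.4 are expected by chance.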

How the results depend on the processing

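All alternatives were set before the data were examined, except the cortical marker score as a covariate, which was chosen after PC1 had been seen to load on cortical genes. The test on read counts that was also listed was not run, since the deposited values are TPM. The cause of each change below was not tested. The depth of the libraries is unknown and limits most the genes near the filter of 0.1 TPM.

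The difference between the vehicle groups on PC1 kept its direction and its side of 0.05 under all 6 alternatives for principal components (exact permutation p from 0.0042 to 0.0101), while the share of variance on PC1 moved to 78.11% on untransformed TPM. *Brd1* was lower in *Brd1*+/- mice in every fit run, with a log2 fold change from −0.766 to −0.507 under vehicle over the 9 alternatives (adjusted p from 0.000462 to 0.0836). The count in *Brd1*+/- mice between IMN and vehicle at a p under 0.01 stayed between 296 and 496 genes over the 9 alternatives. Leaving out each mouse in turn gave from 306 to 498 genes across 15 fits.

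Scaling between mice moved the median log2 fold change of all genes under vehicle from −0.1293 to 0.0024 (median-of-ratios) and 0.0145 (quantile), and the share of lower genes among those with a p under 0.01 from 89.2% to 56.4% and 52.1%. The share moved from 80.6% to 52.1% and 47.9% for IMN in WT mice, from 73.2% to 56.7% and 54.7% between the genotypes under IMN, from 69.7% to 45.6% and 41.1% for *Brd1*+/- vehicle against WT IMN, and from 20.8% to 49.7% and 57% negative for the interaction. With median-of-ratios scaling, set means under vehicle reversed to 0.1126 (Gq), 0.0776 (Gs), 0.0919 (cAMP) and 0.0133 (chemokine), *Slc25a35* to 0.139, and 14 genes were shared with AMG. The upward shift of the Gq set lost its call under both scalings and with the cortical score as a covariate. The overlap with AMG below expectation lost its call with a mean TPM of at least 1 (Fisher's exact test, p = 0.148), with the cortical score as a covariate (p = 1) and without *Brd1*+/- vehicle mouse 2 or WT vehicle mouse 2. With quantile normalization, the means reversed to 0.1033 (Gq), 0.0877 (Gs), 0.0056 (Gi), 0.0967 (cAMP) and 0.0221 (chemokine), and *Slc25a35* to 0.165. Under both scalings 1 gene passed an FDR of 5% for the interaction.

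With a pseudocount of 0.1, 2 genes passed an FDR of 5% between the genotypes under vehicle and 2 under IMN, and *Brd1* passed under vehicle (−0.75). With a mean TPM of at least 1, 1833 genes passed under vehicle, *Brd1* (−0.712) among them, and 97 genes had a p under 0.01 between the genotypes under IMN. With no filter, 0 genes passed between the genotypes under IMN, with 1208 at a p under 0.05, and *Brd1* (−0.597) lost its call.

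With sample quality weights, 6137 genes had a p under 0.01 and 6854 passed an FDR of 5% under vehicle, *Brd1* (−0.766) among them; 50 genes were shared with AMG, and the Gq mean of −0.1325 lost its call. For IMN in WT mice the counts were 4798 and 4857, and for the interaction 3458 and 2624. With all 4 groups in one fit, the counts under vehicle were 5005 and 4963, *Brd1* (−0.712) included, with 37 genes shared with AMG and a Gq mean of −0.0566 without a call. They were 3424 and 2291 for IMN in WT mice; 4 genes passed an FDR of 5% in *Brd1*+/- mice, and 284 had a p under 0.01 for *Brd1*+/- vehicle against WT IMN. With an inter-gene correlation of 0.05, the Gq mean of −0.0569 lost its call.

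Mouse numbers in the labels name different, litter-matched animals, and deviations of same-numbered mice from their group means were uncorrelated (mean r of −0.013, −0.014, 0.009 and 0.066 in the 4 comparisons). With the number as a block, 3583 genes passed an FDR of 5% under vehicle, *Brd1* (−0.751) among them, and 0 passed between the genotypes under IMN, with 879 at a p under 0.05, where *Brd1* (−0.597) lost its call.

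With the cortical score as a covariate, genes with a p under 0.01 numbered 533 under vehicle, 365 for IMN in WT mice and 299 for the interaction, with 6 genes shared with AMG. The Gq and cAMP means reversed to 0.0153 and 0.0491 and *Slc25a35* to 0.007. Between the genotypes under IMN 0 genes passed an FDR of 5%, with 1043 at a p under 0.05, *Brd1* (−0.594) losing its call, and 6 passed for IMN in *Brd1*+/- mice.

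Leaving out each mouse in turn gave from 2036 to 5154 genes at a p under 0.01 and from 0 to 5482 at an FDR of 5% under vehicle across 15 fits, with *Brd1* from −0.754 to −0.672, *Slc25a35* from −0.103 to 0.023 and from 10 to 40 genes shared with AMG. Between the genotypes under IMN it gave from 127 to 252 and from 0 to 1 genes across 16 fits, with *Brd1* from −0.656 to −0.572 and without a call in 14 of them. For IMN in WT mice it gave from 905 to 3576 and from 1 to 2459 genes across 16 fits, in *Brd1*+/- mice from 0 to 6 genes at an FDR of 5% across 15 fits, and for the interaction from 546 to 2571 genes at a p under 0.01 across 31 fits.

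Among the single genes named other than *Brd1*, and with the fits that leave out a mouse set aside, 42 values gained a call and 14 lost one under the alternatives set before, and 3 gained one with the cortical score as a covariate.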

Differences from the paper's values

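At an FDR of 5% between the vehicle groups, the paper reports 1 gene, *Brd1*, and 0 genes passed here, with 7168 at a p under 0.05 and *Brd1* first at an adjusted p of 0.0556. None of the 9 alternatives in processing set before the data were examined gave 1 gene. A pseudocount of 0.1 gave 2, a mean TPM of at least 1 gave 1833, the block for mouse number 3583, all 4 groups in one fit 4963 and sample quality weights 6854, and *Brd1* passed in each of these. No filter, median-of-ratios scaling, quantile normalization and moderation without a trend gave 0. Of the fits that each left out one mouse, the one without WT vehicle mouse 7 gave 1 gene, which was not *Brd1* (adjusted p = 0.0976 from limma), and *Brd1* passed among 4563 and 5482 genes without WT vehicle mouse 6 or 8.

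The share of variance on PC1 is about 65% in Fig. 4h, read by eye, and was 39.71% here. On untransformed TPM it was 78.11%, within 1.5 times of the paper's value. The other 5 alternatives for principal components, all set before the data were examined, gave between 29.09% and 37.2% and did not come within that limit.

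In Fig. 4h all vehicle administered WT mice lie apart from the other groups and no IMN administered WT mouse does. Here WT vehicle mice 6 and 8 had PC1 scores of −23.37 and −28.73, within the scores of the other groups, and WT IMN mice 5 and 8, at 34.37 and 17.93, lay above all *Brd1*+/- mice of both treatments.

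The paper states that CPu DEGs reported of inhibited Gq, Gs, Gi and cAMP signaling. Its software scored the direction of nominally significant DEGs, which is another measure than a set mean or a test against all genes. At a p under 0.01, the sets used here had 5 genes lower and 4 higher for Gq and 8 and 0 for Gs. They had 16 and 4 for Gi and 8 and 2 for cAMP. Of all genes at this p, 89.2% were lower on TPM as deposited. The sets of genes used here, which are not those of the paper's software, had mean log2 fold changes of −0.06, −0.08, −0.17 and −0.09, but relative to all other genes the Gq set was higher (adjusted p = 0.0247 from limma's camera, from 0.0244 to 0.408 over the 9 alternatives) and the others did not differ, and the Gq, Gs and cAMP means were positive after median-of-ratios scaling, where the Gq set no longer differed (adjusted p = 0.0941 from limma's camera). The paper states that CPu and AMG DEGs clustered in the same pathways, which was not tested at the level of pathways; at the level of genes they shared 24, fewer than the 38.6 expected (Fisher's exact test, p = 0.00886, up to 0.148 over the 9 alternatives and 1 with the cortical score as a covariate).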

Other observations

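The test of *Ddit4* with the cortical score as a covariate was chosen only after its result was seen, and the glucocorticoid list and the joint fit of both genotypes were chosen after *Ddit4* and *Sgk1* had been noticed, but ahead of their own results.

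Over both genotypes together, 79 genes were lower and 28 higher with IMN at an FDR of 5%, and 35 passed in all with the cortical marker score as a covariate. Other splits of the mice between treatments within each genotype gave as many in 1 of 100, the real split included. *Ddit4* was higher with IMN by 0.67 on the log2 scale (adjusted p = 0.00862 from limma) and *Depp1* by 0.60 (adjusted p = 0.0179 from limma), while *Arc* fell by 1.13 (adjusted p = 0.000145 from limma) and *Egr1* fell by 0.50 (adjusted p = 0.013 from limma). *Sgk1* was higher by 0.64 and did not pass (adjusted p = 0.0819 from limma). *Ddit4*, *Sgk1* and *Depp1* respond to glucocorticoids, and *Arc* and *Egr1* to neuronal activity. The difference in *Ddit4* is not accounted for by cortical tissue in the WT vehicle punches, since it was 0.733 with the cortical score as a covariate. A candidate explanation is a stress hormone response in mice that had received IMN, and a list of 24 other glucocorticoid-responsive genes was tested for it. Its mean log2 fold change was 0.18 with 19 of 24 genes higher, more than other genes (camera p = 1.45e-07, and 6.92e-05 with an inter-gene correlation of 0.05). The mean was 0.232 after median-of-ratios scaling and 0.245 after quantile normalization. With the cortical score as a covariate it was 0.283, with 22 of 24 genes higher. In *Brd1*+/- mice the mean was 0.325 (22 higher) and in WT mice 0.044 (14 higher), and that difference was not tested. However, 9 of 100 splits of the mice gave a list mean as far from 0, so the shift of the list cannot be told apart from the spread between mice. By the paper's methods, mice of both treatments were injected and underwent the same behavioral tests before sampling.

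To see how often a count as large arises without the groups, mice with the same number were exchanged between the compared groups, and 100 of the 128 possible splits, or of the 32768 for the interaction, were drawn with the real one included. These splits part the same-numbered mice as the real one does, and other splits were not drawn. Genes with a p under 0.01 were as many in 5 of 100 splits for the genotypes under vehicle (3153 genes, median of the splits 109), in 46 for the genotypes under IMN (164, median 150.5), in 5 for IMN in WT mice (1639, median 103), in 4 for IMN in *Brd1*+/- mice (422, median 157), in 6 for *Brd1*+/- vehicle against WT IMN (528, median 156) and in 3 for the interaction (951, median 139). At an FDR of 5%, as many genes were found in 16 of 100 splits for the genotypes under IMN and in 14 for IMN in WT mice. The count under vehicle and the count in WT mice are thus at the edge of what these splits give, and only the counts for IMN in *Brd1*+/- mice and for the interaction came under 5 of 100. Some possible splits nearly repeat the real one. Exchanging only WT and *Brd1*+/- vehicle mice 6, for example, exchanges PC1 scores of −23.37 and −13.54. The highest count under vehicle was 6135 genes. The 5 of 100 under vehicle can therefore not be read as a rate by chance. Splits of the vehicle administered mice gave a set mean as far from 0 in 40 of 100 for Gq, 39 for Gs, 25 for Gi, 46 for cAMP, 6 for GDNF and neurotrophin and 17 for chemokine signaling, so none of these means is further from 0 than regrouping gives. Relative to all genes tested, the Gq set was shifted as far in 23 of 100 splits, so its upward shift is not larger than regrouping gives either. For the genes shared with the AMG list, Fisher's exact test gave as small a p in 6 of 100 splits, so the overlap below expectation is not larger than regrouping gives. A count as high was found in 4 of 100, which follows the number of genes called and does not bear on an overlap below expectation.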
